# Co-culture model of B-cell acute lymphoblastic leukemia recapitulates a transcription signature of chemotherapy-refractory minimal residual disease

**DOI:** 10.1038/s41598-021-95039-x

**Published:** 2021-08-04

**Authors:** Stephanie L. Rellick, Gangqing Hu, Debra Piktel, Karen H. Martin, Werner J. Geldenhuys, Rajesh R. Nair, Laura F. Gibson

**Keywords:** Cancer microenvironment, Haematological cancer, Cancer, Computational biology and bioinformatics

## Abstract

B-cell acute lymphoblastic leukemia (ALL) is characterized by accumulation of immature hematopoietic cells in the bone marrow, a well-established sanctuary site for leukemic cell survival during treatment. While standard of care treatment results in remission in most patients, a small population of patients will relapse, due to the presence of minimal residual disease (MRD) consisting of dormant, chemotherapy-resistant tumor cells. To interrogate this clinically relevant population of treatment refractory cells, we developed an in vitro cell model in which human ALL cells are grown in co-culture with human derived bone marrow stromal cells or osteoblasts. Within this co-culture, tumor cells are found in suspension, lightly attached to the top of the adherent cells, or buried under the adherent cells in a population that is phase dim (PD) by light microscopy. PD cells are dormant and chemotherapy-resistant, consistent with the population of cells that underlies MRD. In the current study, we characterized the transcriptional signature of PD cells by RNA-Seq, and these data were compared to a published expression data set derived from human MRD B-cell ALL patients. Our comparative analyses revealed that the PD cell population is markedly similar to the MRD expression patterns from the primary cells isolated from patients. We further identified genes and key signaling pathways that are common between the PD tumor cells from co-culture and patient derived MRD cells as potential therapeutic targets for future studies.

## Introduction

B cell acute lymphoblastic leukemia (ALL) develops when immature B cells stop differentiating and begin rapidly proliferating, allowing for an accumulation of immature cells in the bone marrow as well as the periphery^1^. While most ALL patients achieve remission following the standard-of-care treatment regimen, there is a subset of patients that relapse with poor prognostic outcomes^2,3^. Relapsed disease is often due to an expansion of minimal residual disease (MRD) that remains in the bone marrow following treatment, as the marrow is a unique protective site^4^. The presence of MRD following completion of treatment is one of the most important prognostic indicators for refractory or relapsed disease^5,6^. The cells comprising this MRD population are often dormant and chemotherapy-resistant, making the current standard-of-care therapies ineffective in achieving eradication of disease^7–9^. Therefore, identifying new therapies that specifically target the MRD cells is critical^7,8^.

There is limited literature available in which MRD has been phenotypically characterized, and most studies were aimed at detection of MRD to improve outcome^9,10^. To evaluate potential therapeutics for chemotherapy-resistant ALL, an in vitro co-culture model system was developed by our laboratory that provides a more clinically relevant cell population compared to growing leukemic cells in media alone^11–14^. In this model, B-cell ALL cells are grown in co-culture with either bone marrow stromal cells (BMSC) or human osteoblasts (HOB), which are two of the cellular components in the bone marrow microenvironment that are critical for support of hematopoiesis^7,11–13^. BMSC and HOB niches within the bone marrow also provide a protective environment for leukemic cells, and interaction with these components conveys chemotherapy resistance and the induction of quiescence^15^. ALL cells in this co-culture system segregate into three sub-populations, with tumor cells floating in suspension above the adherent cells (S), cells in contact with the top of the adherent layer that appear bright in phase contrast microscopy (PB), and those that bury underneath the adherent cell layer that appear phase dim (PD) (Fig. 1). Sub-populations can be isolated, and previous functional studies have shown that the PD cells are more resistant to chemotherapeutic agents, have a reduction in proliferation, with a greater number of cells in G0/G1, and metabolism is more glycolytic when compared to cells grown in media alone^16^. Growing B-cell ALL in this co-culture provides a clinically relevant in vitro model to study refractory disease, and allows for the evaluation of potential therapeutic strategies that include the influence of the bone marrow microenvironment.

**Figure 1:**
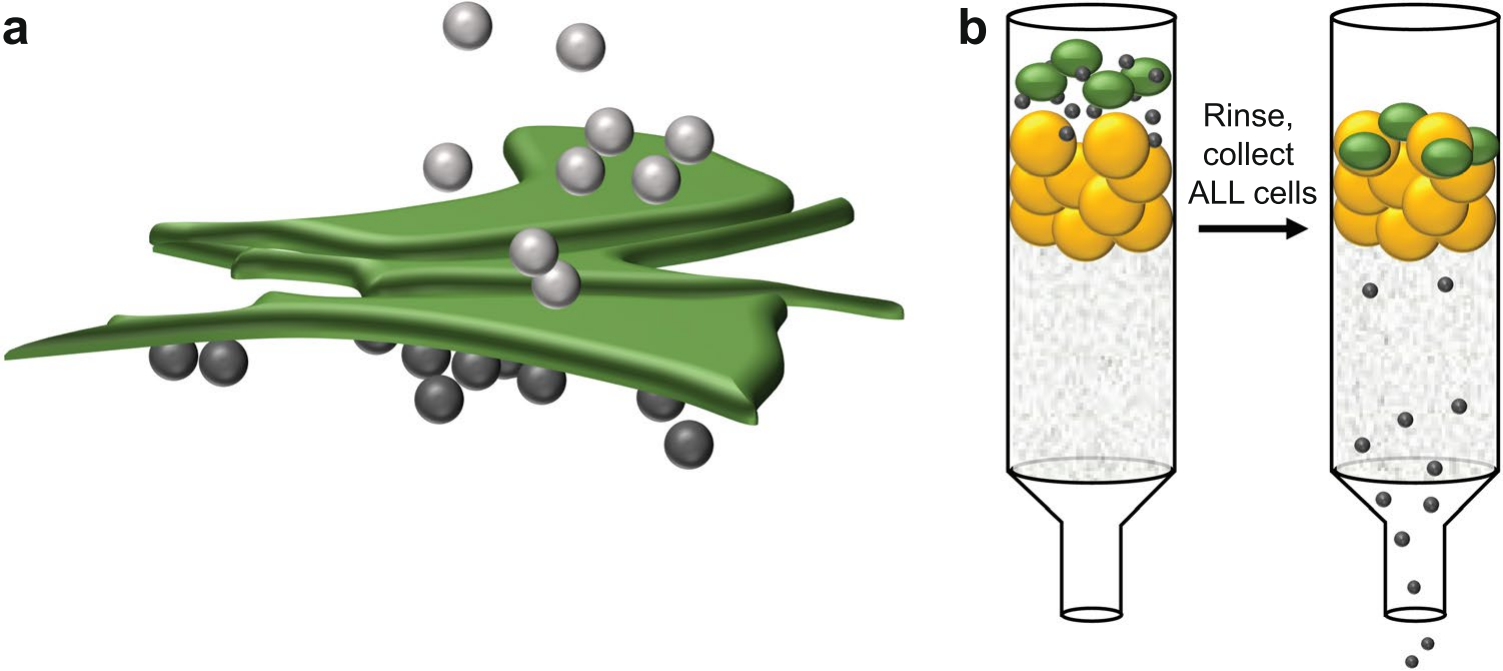
Schematic of in vitro co-culture model. (**a**) A representation of the three cell populations in the co-culture with the suspension and phase bright cells (light grey circles), phase dim cells (PD-dark grey circles), and BMSC or HOB (adherent cells-green). (**b**) To isolate the PD cells, after removing the media and rinsing to remove cells attached to the top of the adherent cells, the adherent cells and PD cells are collected by trypsinization and purified by size exclusion using Sephadex G-10 (yellow circles).

In the current study, we utilized RNA-Seq to define the expression patterns in the different sub-populations of the co-culture, including the PB ALL cells, the PD ALL cells (MRD, or refractory disease surrogate population), and the ALL cells grown in media alone (long term media culture, LTMC). Through an integrative analysis with a previously published expression data set that defined transcription signatures for MRD cells from relapsed patients^17^, we found that the co-culture PD cells exhibited an expression pattern similar to that of patient MRD cells. These results demonstrate that our in vitro co-culture model is biologically more relevant to MRD than the tumor cells cultured in media alone. As such, it can serve as one tool in developing and testing new therapeutics, prior to evaluation in vivo, to specifically target cells that contribute to relapse of ALL.

## Results

To characterize the transcriptional program that underlies the quiescent, chemotherapy-resistant phenotype in the co-culture PD cells, we isolated ALL cells from either long-term media culture (LTMC; no microenvironment cues) or from the co-culture with either BMSC or HOB using the method previously described^11^. 

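RNA-Seq libraries of REH cells, an established line of B cell precursor ALL, were compared in 4 groups of 4 libraries: cells grown in media alone (LTMC), PD cells from under HOB, PD cells from under BMSC, and PB cells from above HOB. Co-cultures were kept in 5% O2 for 12 days, and PD cells were collected with the adherent layer by trypsinization and purified on Sephadex G-10 (Fig. 1b). The methods maintain the ALL cell lines in normoxia and give no separate oxygen for LTMC. Oxygen may therefore differ between every co-culture group and LTMC. Messenger RNA was sequenced as 50 bp paired-end reads. The methods name the KAPA Stranded mRNA-Seq Kit, whereas the sample descriptions name KAPA mRNA HyperPrep with 300 ng of RNA and 11 PCR cycles. Reads were mapped to hg38 with Subread and summarized over RefSeq genes with featureCounts by the authors, whose values are log2(RPKM + 1) with 0.0001 added.

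RPKM was calculated back from these values and tested as log2(RPKM + 0.1) with limma-trend in 1 fit of all 16 libraries; on this scale the libraries of a group correlated at 0.964 to 0.992 with each other. The test covered 9946 of 19049 genes, which had a mean above 2 RPKM in at least 1 group; histone genes and genes not coding for protein were left out. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change above 1.5, the thresholds of the paper, which used EdgeR on read counts. Values are mean RPKM ± SD of 4 libraries. Adding 0.1 RPKM makes the fold change of a gene near 0 RPKM smaller than the ratio of its means. Nothing in the sources used here states that the 4 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. In simulated data of the same spread, 83.6% of genes changed 1.5-fold between PD HOB and LTMC and 98.5% of genes changed 2-fold passed the adjusted p. The fold limit of a call was not applied there. Genes changed 1.5-fold had a median log2 estimate of 0.589, about that limit, so fewer of them would be called. The simulated libraries were also independent, without pairing between groups.

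Gene lists were tested with camera of limma at its preset correlation of 0.01 between genes, and again with a correlation estimated from the residuals. The lists were written from known functions and are not the gene sets of the paper.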

RNA-Seq analysis was completed on these two ALL cell groups. 

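The largest increases in PD cells under HOB were in immediate early transcription factors, which are switched on within minutes of a stimulus. FOSB rose to 27.7 ± 16.8 against 0.659 ± 0.238 RPKM (log2 fold change 4.74, adjusted p = 0.00137), EGR1 to 459 ± 149 against 28.1 ± 20.5 RPKM (log2 fold change 4.32, adjusted p = 0.000164) and FOS to 287 ± 91.9 against 20.8 ± 5.92 RPKM (log2 fold change 3.76, adjusted p = 2.01e-05). EGR2 (log2 fold change 4.17, adjusted p = 0.000469) and EGR3 (4.01, adjusted p = 0.00752) belonged to the same class. DPEP1, a membrane dipeptidase, and NEU4, a sialidase, were each near 0 in LTMC (0.182 ± 0.0860 and 0.157 ± 0.108 RPKM) and reached 2.64 ± 0.936 and 2.38 ± 1.26 RPKM (adjusted p = 3.48e-05 and 0.000720).

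MT2A, a metallothionein that binds zinc and copper, had the steepest decrease (45.3 ± 5.34 against 153 ± 69.1 RPKM, log2 fold change -1.60, adjusted p = 0.00112). Among the called genes, next were CTXN1 (log2 fold change -1.55, adjusted p = 0.00677), a small membrane protein, and ACOT7 (-1.39, adjusted p = 0.000180), an acyl-CoA thioesterase. KIAA0101, a partner of PCNA in DNA replication and repair, dropped to 39.4 ± 7.68 from 99.0 ± 6.02 RPKM (log2 fold change -1.35, adjusted p = 1.50e-05), and HMMR, a spindle protein, to 20.6 ± 6.02 from 50.6 ± 8.62 RPKM (log2 fold change -1.32, adjusted p = 0.000140). HTR7 (-1.28, adjusted p = 0.00171), a serotonin receptor, ELAVL4 (-1.27, adjusted p = 0.00273), an RNA-binding protein, and the recombination gene RAD54B (-1.26, adjusted p = 6.38e-05) fell in the same way. These genes were picked among called genes whose 4 PD libraries all lay on one side of the 4 LTMC libraries. This was so for 1084 of the 1251 called genes.

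By limma, 768 genes were called higher and 483 lower in PD HOB than in LTMC. Without regard to fold change, the libraries of PD HOB and LTMC did not overlap in 3420 genes (34.4%), against 2.86% expected from chance for unpaired libraries. Transcripts typical of the adherent layer also had a higher median in PD HOB. Over 9 abundant mesenchymal transcripts it was 1.55 RPKM in PD HOB (0.92 RPKM without PD HOB replicate 2) and 0.727 RPKM in LTMC. Of the 9, 8 had a higher mean in PD HOB and IGFBP7 a lower one (22.9 against 31.4 RPKM). COL1A1, TIMP1 and IGFBP7, the ones high enough to be tested, were not called.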

Analysis of differential gene expression between the LTMC and PD cells co-cultured with HOB resulted in 676 genes up-regulated in the PD cells and 495 genes down-regulated (Fig. 2a). We also completed RNA-Seq using ALL cells cultured with BMSC and found that culturing with HOB or BMSC led to very similar patterns of changes in gene expression (Fig. 2b). 

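PD cells from under BMSC changed in many of the same genes as those from under HOB. P4HA1, a collagen prolyl hydroxylase induced by hypoxia, rose to 72.4 ± 6.03 RPKM under BMSC from 23.7 ± 4.97 RPKM in LTMC (log2 fold change 1.63, adjusted p = 2.36e-06), and PLK1, a mitotic kinase, dropped to 29.5 ± 2.76 from 74.7 ± 13.2 RPKM (log2 fold change -1.33, adjusted p = 3.35e-05). The largest increases under BMSC included F13A1 (2.16 ± 0.597 against 0.108 ± 0.167 RPKM, log2 fold change 3.71, adjusted p = 9.83e-05), a subunit of coagulation factor XIII, and LRRC32 (log2 fold change 3.24, adjusted p = 9.19e-05), which holds latent TGF-beta at the cell surface. CDC20, an activator of the anaphase-promoting complex, fell to 35.3 ± 2.81 from 85.1 ± 13.4 RPKM (log2 fold change -1.26, adjusted p = 5.12e-05). EGR1 also rose under BMSC, with a wide spread (316 ± 217 against 28.1 ± 20.5 RPKM, log2 fold change 3.39, adjusted p = 0.00146). COL1A1, a collagen typical of the adherent layer, stood at 1.94 ± 0.924 RPKM in PD BMSC against 1.11 ± 0.499 RPKM in LTMC.

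Under BMSC, 518 genes were called higher and 365 lower than in LTMC. Of these, 461 were also called higher under HOB and 309 also lower, and no gene was called in opposite directions. Over the 9946 genes the log2 fold changes of the HOB and BMSC co-cultures correlated at r = 0.94 (rho = 0.921). Both changes share the LTMC libraries, which alone gave r = 0.501 in simulated data without any change. That value comes from noise alone and is not the part of 0.94 due to sharing. In those simulations the covariance of the changes was 0.0105, against 0.162 observed. With 2 LTMC libraries used for each comparison, r was 0.81 on average over 6 splits and the covariance 0.148. Means of 2 libraries are also noisier, which lowers r. None of these values allows for the pairing of libraries between groups.

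PD cells from under HOB and BMSC were also compared directly. EGR1 had a log2 fold change of 0.93 (adjusted p = 0.856) and CEBPB, a myeloid transcription factor, one of 0.34 (adjusted p = 0.856). No gene was called by limma (smallest adjusted p = 0.856) or by voom on the recovered reads; at an unadjusted p under 0.05, 30 genes were more than 1.5-fold higher under HOB and 3 lower (161 and 2 without PD BMSC replicate 4; 13 to 51 higher and 3 to 5 lower without another library of these groups). The groups did not overlap in 1.7% of genes. Chance gives 2.86% for unpaired libraries, whereas these deviate together by library number, which makes such a separation rarer.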

We then performed DAVID gene-ontology enrichment analysis for biological processes (BP3), cellular components (CC3), and molecular functions (MF3) for the genes that were down-regulated (Fig. 2c) or up-regulated (Fig. 2d) in the PD cells co-cultured with HOB vs the control cells; similar results were obtained for PD cells co-cultured with BMSCs (Supplementary Fig. S1a,b). 

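Mitosis genes had the widest decrease in PD cells under BMSC: 41 of 51 were called lower than in LTMC and none higher. NCAPG, a condensin subunit, fell by a log2 fold change of 1.01 (adjusted p = 5.98e-05), and AURKA, a spindle kinase, decreased by 1.19 (adjusted p = 2.58e-05). In DNA replication, 27 of 43 genes were lower, among them GINS2, a part of the replicative helicase (log2 fold change -1.04, adjusted p = 0.000606). Among 22 adhesion genes 4 were higher, with NECTIN1, a cell-cell adhesion molecule, at 6.54 ± 1.25 against 1.89 ± 0.864 RPKM (log2 fold change 1.81, adjusted p = 0.000241) and ICAM1, a ligand of beta 2 integrins, at a log2 fold change of 0.75 (adjusted p = 0.00189). The fibronectin transcript FN1, which the adherent cells make, also had a higher mean, though it was too low to be tested. It was at 1.21 ± 1.23 RPKM in PD BMSC (0.634 RPKM without PD BMSC replicate 3) and 0.057 ± 0.008 RPKM in LTMC.

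Each of these lists had the same count when adjusted over the list alone. As lists, mitosis (median log2 fold change -0.84, adjusted p = 1.05e-31), DNA replication (-0.65, adjusted p = 1.82e-19) and adhesion (0.42, adjusted p = 0.000242) passed camera. With an estimated correlation none did (adjusted p = 0.143 for mitosis, 0.162 for DNA replication and 0.180 for adhesion with an estimated correlation).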

The down-regulated genes were involved in cell division and the cell cycle, while the up-regulated genes were enriched in cell adhesion and regulation of cell differentiation. These data are consistent with other publications that have also reported an increase in cellular adhesion makers in models in which leukemic cells have been cultured with non-malignant adherent cells^18–20^. 

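Replication and mitosis genes fell together in PD cells under HOB. MCM4, a subunit of the replicative helicase, was at 33.7 ± 3.12 RPKM in PD HOB and 74.5 ± 13.6 RPKM in LTMC (log2 fold change -1.13, adjusted p = 5.15e-05), and GINS2, which completes that helicase, at 20.5 ± 2.77 and 48.5 ± 6.68 RPKM (log2 fold change -1.24, adjusted p = 0.000102). ORC1, which marks origins of replication (log2 fold change -1.18, adjusted p = 7.80e-05), and MCM10, which starts the fork (-1.11, adjusted p = 4.51e-05), changed alike. Of 43 DNA replication genes 35 were called lower and none higher. In mitosis 46 of 51 genes were lower, such as AURKA (13.2 ± 2.31 against 29.0 ± 4.78 RPKM, log2 fold change -1.13, adjusted p = 2.01e-05), DLGAP5 (-1.18, adjusted p = 3.05e-05), which bundles spindle microtubules, and NCAPG (-1.17, adjusted p = 1.75e-05).

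Adhesion genes went up in smaller number, 6 of 22 with none down. NECTIN1 stood at 7.14 ± 1.93 against 1.89 ± 0.864 RPKM (log2 fold change 1.92, adjusted p = 9.52e-05), and ITGB2, the beta 2 integrin chain of leukocytes, had a log2 fold change of 1.56 (adjusted p = 0.00364). FN1, a transcript typical of the adherent layer, had a higher mean too, at 1.55 ± 2.02 RPKM in PD HOB (0.56 RPKM without PD HOB replicate 2). Its group means stayed under 2 RPKM, so it was not tested. FN1 was highest in PD HOB replicate 2 (4.515 RPKM), where ITGB2 was the lowest of the PD HOB libraries (5.721 RPKM). In PD BMSC replicate 1, by contrast, FN1 (0.133 RPKM) and ITGB2 (5.86 RPKM) were both the lowest of the PD BMSC libraries. Single libraries therefore do not show whether FN1 and ITGB2 move together. For differentiation, 26 B lineage genes were examined and 4 were higher: VPREB3, of the pre-B cell receptor (365 ± 57.7 against 84.0 ± 43.5 RPKM, log2 fold change 2.35, adjusted p = 0.000111), MME (CD10; 1.11, adjusted p = 0.0179), IRF4 (0.98, adjusted p = 0.00120) and CD79A (0.67, adjusted p = 0.0180), a chain of the B cell receptor. CD79A was no longer called without LTMC replicate 2 (log2 fold change 0.46), PD HOB replicate 1 (0.59, adjusted p above 0.05) or PD HOB replicate 4 (0.56).

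Adjusting over each list alone left the counts of replication, mitosis and adhesion as they were. By camera the median log2 fold change was -0.84 for DNA replication (adjusted p = 3.99e-22), -0.85 for mitosis (adjusted p = 3.15e-28), 0.34 for adhesion (adjusted p = 0.00249) and 0.06 for the B lineage (adjusted p = 0.552). Allowing for an estimated correlation gave an adjusted p = 0.15 for DNA replication, 0.15 for mitosis and 0.224 for adhesion.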

We then conducted a Gene Set Enrichment Analysis (GSEA) to examine the overall expression changes for HALLMARK gene sets defined in MsigDB (FDR q-val < 0.05 and enrichment > 1.5). When compared to the control cells, the PD cells exhibited remarkable enrichments in genes sets for a variety of signaling pathways including TGF-β signaling, hypoxia, and glycolysis (Fig. 2e). 

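Hypoxia targets rose in the largest share of genes among these groups. ADM, a vasodilator peptide, reached 18.1 ± 4.17 against 3.49 ± 1.25 RPKM (log2 fold change 2.38, adjusted p = 2.38e-05), PFKFB4, which promotes glycolysis, 21.2 ± 3.07 against 7.11 ± 2.74 RPKM (log2 fold change 1.63, adjusted p = 0.000190) and VEGFA, an angiogenic growth factor, 57.1 ± 5.13 against 19.3 ± 2.48 RPKM (log2 fold change 1.56, adjusted p = 1.06e-06). Of 28 hypoxia targets 19 were called higher and none lower. If LTMC was kept in normoxia like the cell lines, oxygen and co-culture cannot be told apart in this comparison. Glycolysis genes followed: HK2, the inducible hexokinase (Entrez 3099, chromosome 2: 74,834,127-74,893,359 of GRCh38), was at 63.3 ± 5.73 in PD HOB and 24.0 ± 4.43 RPKM in LTMC (log2 fold change 1.41, adjusted p = 1.01e-05), whereas HK1, the hexokinase of most tissues, was not called, at 20.5 ± 1.45 and 19.7 ± 0.353 RPKM (log2 fold change 0.06, adjusted p = 0.663). The glucose carriers SLC2A3 (21.4 ± 4.49 against 7.99 ± 1.00 RPKM, log2 fold change 1.40, adjusted p = 2.92e-05) and SLC2A1 (log2 fold change 1.01, adjusted p = 9.86e-05) went with HK2, and 11 of 20 glycolysis genes were higher.

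In TGF-β signaling 12 of 24 genes were higher and 1 lower. JUNB, an AP-1 subunit that is also an immediate early gene, was at 156 ± 33.1 against 26.3 ± 6.80 RPKM (log2 fold change 2.58, adjusted p = 4.54e-05), ID2, an inhibitor of differentiation factors, at 62.8 ± 9.81 against 16.6 ± 1.73 RPKM (log2 fold change 1.91, adjusted p = 2.47e-05), and SPRY1, a brake on growth factor signaling, at 11.0 ± 1.21 against 3.15 ± 0.653 RPKM (log2 fold change 1.79, adjusted p = 5.62e-07). SPARC, a matrix protein typical of the adherent layer, also had a higher mean, though it was too low to be tested. It was at 0.897 ± 0.903 RPKM in PD HOB (0.458 RPKM without PD HOB replicate 2) and 0.084 ± 0.07 RPKM in LTMC. TNF targets rose too, in 16 of 32 genes, among them EGR2 and EGR3, and with CD69, an activation marker, at 206 ± 60.8 against 41.3 ± 10.7 RPKM (log2 fold change 2.29, adjusted p = 0.000118).

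When adjusted over each list alone, all 4 lists had the same counts. Median log2 fold changes were 0.86 for hypoxia (camera, adjusted p = 2.53e-13), 0.62 for glycolysis (adjusted p = 9.38e-05), 0.51 for TGF-β (adjusted p = 7.20e-06) and 0.58 for TNF targets (adjusted p = 0.00150). With an estimated correlation, adjusted p = 0.15 for hypoxia and for TGF-β, 0.252 for glycolysis and 0.0566 for TNF targets.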

The glycolysis signaling pathway is of particular interest, as we have shown that the PD cells are more glycolytically active using a glycolysis stress test and the Seahorse Bioanalyzer, and that they have increased expression of both hexokinase I and II^13^. 

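Among stem and progenitor genes, ENG, a TGF-beta co-receptor of hematopoietic stem cells, was higher in PD HOB (99.6 ± 10.9 against 48.1 ± 11.6 RPKM, log2 fold change 1.07, adjusted p = 6.88e-05), as was KIT, the stem cell factor receptor, at a low level (1.66 ± 0.131 against 1.00 ± 0.408 RPKM, log2 fold change 0.74, adjusted p = 0.00868). The KIT libraries of PD HOB and LTMC overlapped, and KIT was not called after quantile normalization (log2 fold change 0.24). These were the 2 of 9 stem and progenitor genes that were called, also when adjusted over the list alone, and none was lower. The list did not pass camera (median log2 fold change 0.19, adjusted p = 0.0977; adjusted p = 0.0424 without PD HOB replicate 1). ESAM, an adhesion molecule of endothelium and stem cells (6.46 ± 1.17 against 3.05 ± 1.22 RPKM, log2 fold change 1.16, adjusted p = 0.00188), and ICAM1 (12.1 ± 2.25 against 6.86 ± 1.28 RPKM, log2 fold change 0.81, adjusted p = 0.000778) were among the adhesion genes that rose. COL1A2, a transcript typical of the adherent layer, also had a higher mean (0.911 ± 1.48 RPKM in PD HOB, 0.176 RPKM without PD HOB replicate 2, 0.014 ± 0.028 RPKM in LTMC).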

Additional GSEA revealed remarkable enrichment in the PD cells for gene sets related to cell adhesion and stemness (Fig. 2f). The stemness gene sets included genes expressed by stem cells in adult tissue (ADULT_TISSUE_STEM_MODULE) and genes up-regulated in mammary stem cells (MAMMARY_STEM_CELL_UP). 

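Transcripts of the proliferation regulators fell in part. FOXM1, which drives mitotic genes (chromosome 12: 2,857,680-2,877,174 of GRCh38), dropped to 25.8 ± 2.52 in PD HOB from 43.2 ± 3.51 RPKM in LTMC (log2 fold change -0.74, adjusted p = 7.80e-05). E2F1, an activator of S phase genes, was at 55.2 ± 11.2 against 78.8 ± 9.20 RPKM (log2 fold change -0.53, adjusted p = 0.0140), under the 1.5-fold threshold; it passed that threshold without LTMC replicate 1 (log2 fold change -0.61) or PD HOB replicate 2 (-0.64). E2F4, a repressor of the same genes in resting cells, was not called (29.7 ± 1.83 against 28.9 ± 3.10 RPKM, log2 fold change 0.05, adjusted p = 0.690). Of 35 targets of E2F factors at the G1/S transition, 30 were called lower and none higher, also over the list alone. EXO1, an exonuclease of repair (-1.20, adjusted p = 1.75e-05), CCNE1, the cyclin of S phase entry (4.25 ± 1.20 against 8.86 ± 1.63 RPKM, log2 fold change -1.07, adjusted p = 0.000963), and UNG, a uracil glycosylase (-1.05, adjusted p = 0.000298), were among them. This list had a median log2 fold change of -0.83 (camera, adjusted p = 2.63e-19; adjusted p = 0.15 with an estimated correlation).

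BHLHE40, a repressor induced by hypoxia, rose to 29.8 ± 5.38 in PD HOB from 6.04 ± 3.31 RPKM in LTMC (log2 fold change 2.43, adjusted p = 3.55e-05). NR3C1, the glucocorticoid receptor, was slightly higher (18.6 ± 1.52 against 14.1 ± 1.71 RPKM, log2 fold change 0.41, adjusted p = 0.00490), below 1.5-fold. ERG, an ETS factor of blood and endothelium, was not called (25.2 ± 4.17 against 23.5 ± 0.405 RPKM, log2 fold change 0.08, adjusted p = 0.483).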

Further transcriptional regulator analysis using LISA^21^ revealed that the down-regulated genes were enriched in the binding of E2F transcription factors and FOXM1, both of which are known regulators of cell proliferation (Supplementary Table S1), while the up-regulated genes were preferentially targeted by ERG, NR3C1, and BHLHE40 (Supplementary Table S2).

**Figure 2:**
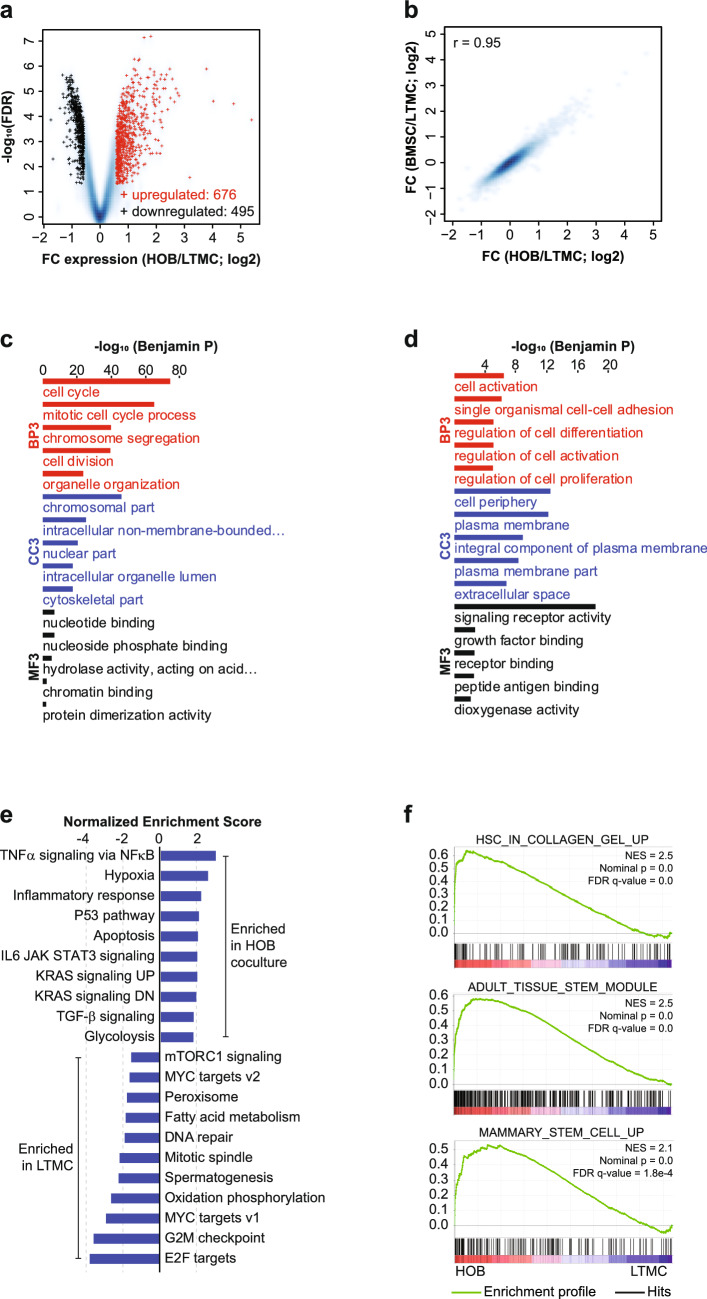
HOB co-culture up-regulated various environment-sensing signaling pathways and down-regulated cell cycle genes. (**a**) Volcano plot for expressed genes between control cells (LTMC) and ALL co-cultured with HOB. Red: up-regulated genes in ALL co-cultured with HOB; Black: down-regulated genes; Blue background: all expressed genes. (**b**) Smoothed scatter plot for the expression changes induced by co-culture of ALL with HOB or with BMSC. *r*: Pearson Coefficient. (**c**) DAVID gene-ontology enrichment analysis on biological processes (BP3), cellular components (CC3), and molecular functions (MF3) for genes down-regulated in ALL co-cultured with HOB. (**d**) DAVID gene-ontology enrichment analysis on biological processes (BP3), cellular components (CC3), and molecular functions (MF3) for genes up-regulated in ALL co-cultured with HOB. (**e**) Bar graphs for the normalized enrichment scores of Gene Set Enrichment Analysis (GSEA) of expressed genes, ranked by the FC of expression (ALL co-cultured/LTMC), against the MSigDB HALLMARK gene sets (FDR q-val < 0.05 and enrichment > 1.5). (**f**) Gene Set Enrichment Analysis (GSEA) of expressed genes, ranked by the FC of expression (ALL co-cultured/LTMC), against the MSigDB gene set “OSWALD HEMATOPOIETIC STEM CELL IN COLLAGEN GEL UP” (top panel), which includes genes up-regulated in hematopoietic stem cells cultured with collagen gel compared to in suspension, gene set “WONG ADULT TISSUE STEM MODULE” (middle panel), which includes genes up-regulated in adult tissue stem cells, and gene set “LIM MAMMARY STEM CELL UP” (bottom panel), which includes genes up-regulated in mammary stem cells.

The current RNA-Seq analyses, and our previous data characterizing the co-culture and, specifically, the PD population, motivated us to validate the clinical relevance of our in vitro co-culture model to determine how well it represents cells isolated from B-cell ALL patients, as compared to the traditional cells grown in media alone. We first showed that primary ALL cells from patients could create the same three sub-populations (S, PB, and PD) when co-cultured with HOB (Fig. 3a). To further characterize our co-culture model, we compared our RNA-Seq data from PD cells, isolated from a co-culture of REH B-ALL leukemic cells and HOB, to a public expression data set for MRD^17^. In the paper by Ebinger et al.^17^, they described the gene expression profiles of cells they defined as “having properties of long-term dormancy, treatment resistance, and stemness,” using a xenograft model, which they then used for a comparison to ALL cells isolated from patients having minimal residual disease (MRD). In the Ebinger data set, the authors defined a gene signature for MRD by comparing the gene expression profiles from cells taken at diagnosis compared to gene expression profiles from MRD cells isolated from patients 30 days following the end of treatment. We then applied the GSEA to examine expression changes of the MRD signature genes as defined by Ebinger et al. in our PD cells as compared to control cells (Fig. 3b). We found that the genes up-regulated in the patient derived MRD cells were enriched in the PD cells, while the genes down-regulated in the patient derived MRD cells were enriched in the control cells, demonstrating that the co-culture induced a transcriptional reprogramming towards MRD. We then further visualized the gene expression in our PD cells and the control cells for the signature genes in MRD cells using a heat map. 

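Of the MRD signature, the 37 genes printed in Fig. 5c were examined, which the study had chosen on these same libraries. HCST, the adaptor DAP10 of activating receptors, was at 25.0 ± 5.80 RPKM in PD HOB and 8.70 ± 3.82 RPKM in LTMC (log2 fold change 1.57, adjusted p = 0.000230), NEDD9, a scaffold of integrin signaling, at 10.2 ± 2.71 and 3.55 ± 0.975 RPKM (log2 fold change 1.49, adjusted p = 0.000102), and CYTH4, an exchange factor for ARF proteins, had a log2 fold change of 0.78 (adjusted p = 0.000451). All 9 genes higher in MRD were called higher in PD HOB, with a median log2 fold change of 1.13; HERPUD1 and RHBDF2, close to 1.5-fold (0.60 and 0.59; adjusted p = 0.0490 and 0.0414), lost the call in most of the fits that left out 1 library, and gave log2 fold changes from 0.42 for HERPUD1 and from 0.54 for RHBDF2 in the fits that lost it.

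PCNA, the sliding clamp of replication, dropped to 148 ± 13.2 from 272 ± 26.2 RPKM (log2 fold change -0.88, adjusted p = 0.000492), and MCM6, a helicase subunit (-1.05, adjusted p = 0.000105) and RRM1, which makes nucleotides (-1.0, adjusted p = 5.15e-05), fell as well. All 28 genes lower in MRD were called lower in PD HOB (median log2 fold change -0.87). Having been picked in these samples, the 37 genes are no independent evidence of the direction. From the enrichment of genes up in MRD among PD cells and of genes down in MRD among control cells, the paper concludes that the co-culture reprogrammed transcription towards MRD.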

Consistently, we found that genes down-regulated in MRD were expressed at a lower level in PD cells, while those up-regulated in MRD exhibited higher expression in PD cells (Fig. 3c). Similar to the PD cells from a co-culture with HOB, we obtained consistent results for the PD cells obtained from a co-culture with BMSCs (Supplementary Fig. S1c). Collectively, these data suggest that the PD population isolated from our in vitro co-culture model mimics relapsed disease/MRD in patients, and that this in vitro model is clinically relevant (Fig. 3c).

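Under BMSC, SPRY1 rose to 9.99 ± 0.532 RPKM from its LTMC level (log2 fold change 1.66, adjusted p = 1.89e-06), and HCST (21.6 ± 5.02 RPKM; log2 fold change 1.35, adjusted p = 0.00103), NEDD9 (10.3 ± 2.11 RPKM; log2 fold change 1.52, adjusted p = 0.000147) and ITGB2 (14.4 ± 7.12 RPKM; log2 fold change 1.60, adjusted p = 0.00423) rose with it. KIAA0101 was at 42.5 ± 9.81 RPKM (log2 fold change -1.25, adjusted p = 3.24e-05) and MCM4 at 40.0 ± 9.82 RPKM (log2 fold change -0.91, adjusted p = 0.000343). Of the 9 Fig. 5c genes higher in MRD, 9 were above LTMC and 5 were called (median log2 fold change 0.78). CEBPB (31.3 ± 7.17 RPKM; log2 fold change 0.58, adjusted p = 0.0232), at the 1.5-fold threshold itself, and MVP, a vault protein linked to drug resistance (5.01 ± 1.34 RPKM; log2 fold change 0.78, adjusted p = 0.0670), were among those not called. Of the 28 lower in MRD, 28 were below LTMC and 22 were called (median -0.69). PCNA (-0.53, adjusted p = 0.0185) did not reach 1.5-fold. SPARC, typical of the adherent layer, was at 1.00 ± 0.815 RPKM in PD BMSC (0.666 RPKM without PD BMSC replicate 3).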

**Figure 3:**
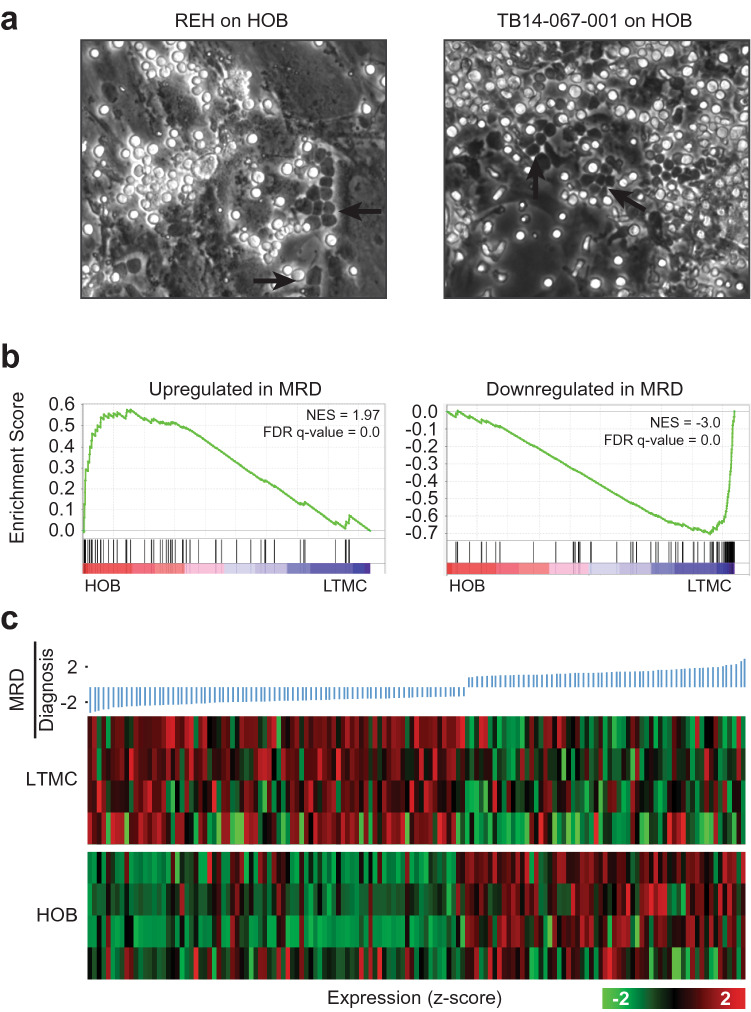
HOB co-culture up-regulated signature genes associated with minimal residual disease of ALL. (**a**) Bright-field microscopy images showing REH co-cultured on HOB (left) and ALL primary patient cells grown on HOB. Arrow heads indicate ALL cell buried under HOB and therefore are referred to as phase-dim (PD). (**b**) Gene Set Enrichment Analysis (GSEA) of expressed genes, ranked by the FC of expression (ALL co-cultured/LTMC), against genes that are up-regulated (left panel) or down-regulated (right panel) in ALL cells corresponding to MRD as compared to ALL cells collected at time of diagnosis and before disease treatment in patients. (**c**) Heat map visualization of expression values in ALL co-cultured with HOB and in suspension (LTMC) for genes differentially expressed between “MRD” and “diagnosis”, sorted by fold-change.

To explore genes and pathways shared between the PD cells and the MRD cells, we identified genes that exhibited consistent expression changes in PD cells vs LTMC cells, and in MRD cells vs the cells collected at diagnosis^17^. We observed a substantial overlap between PD cells and MRD cells for both up-regulated genes and down-regulated genes (Supplementary Fig. S2a). KEGG pathway enrichment analysis for the shared genes is challenging because of the small number of genes. Nevertheless, we observed a shared up-regulation in 15 genes, and shared a down-regulation in 34 genes, many of which involved regulation of the cell cycle (Supplementary Fig. S2a). To further test the hypothesis that PD cells and MRD share common genes and signaling pathways, we focused on expressed genes that are among the top 25% up-regulated in terms of fold-change in PD cells (as compared to LTMC cells), and are also the top 25% up-regulated in MRD cells (as compared to cells at diagnosis). Our analysis on these genes revealed enrichments in KEGG pathways such as cell adhesion molecule (CAMs) and cytokine–cytokine receptor interactions (Supplementary Fig. S2b). Similarly, the top 25% of down-regulated genes in both the PD cells and the MRD cells are enriched in KEGG pathways related to DNA replication and the cell cycle (Supplementary Fig. S2c). 

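Cytokine genes in the top 25% of fold changes (PD HOB against LTMC) included IL1B (9.98 ± 1.36 against 1.58 ± 1.38 RPKM, log2 fold change 2.94, adjusted p = 7.80e-05), TNF (54.0 ± 10.3 against 12.2 ± 3.94 RPKM, log2 fold change 2.17, adjusted p = 3.42e-05), the inflammatory cytokines, and TNFRSF14, a receptor that tunes lymphocyte activation (13.5 ± 2.17 against 5.39 ± 1.08 RPKM, log2 fold change 1.31, adjusted p = 5.18e-05). The top and the bottom 25% each held 2487 of the tested genes. The top 25% held 15 of 22 adhesion genes (68.2%, odds ratio 6.46, Fisher's exact test, p = 2.42e-05) and 15 of 35 cytokine and receptor genes (42.9%, odds ratio 2.26, Fisher's exact test, p = 0.0189). This test takes genes as independent. Allowing for the correlation within the adhesion list, its change did not pass camera (adjusted p = 0.224 with an estimated correlation). 7 cytokine genes were called higher and none lower, also over the list alone, and the list's median log2 fold change was 0.22 (camera, adjusted p = 0.00138; adjusted p = 0.154 with an estimated correlation). COL1A1, typical of the adherent layer, was at 2.60 ± 1.90 RPKM in PD HOB (1.65 RPKM without PD HOB replicate 2). In LTMC it was at 1.11 RPKM, and it was not called. The MRD side of the comparison was not analysed here.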

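PLK1 dropped to 34.4 ± 6.77 RPKM in PD cells under HOB from its LTMC level (log2 fold change -1.12, adjusted p = 5.38e-05) and CDC20 to 40.4 ± 7.26 RPKM (log2 fold change -1.07, adjusted p = 7.09e-05). CDC45, a part of the active replicative helicase, was at 16.3 ± 1.67 against 32.6 ± 5.00 RPKM (log2 fold change -0.99, adjusted p = 9.59e-05). In PD HOB against LTMC, 42 of 43 DNA replication genes (97.7%, Fisher's exact test, p = 1.31e-24) and 51 of 51 mitosis genes (Fisher's exact test, p = 1.35e-31) lay in the bottom 25% of fold changes. This test takes genes as independent. By camera neither list passed when the correlation between its genes was allowed for (adjusted p = 0.15 for DNA replication and 0.15 for mitosis with an estimated correlation).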

To validate the RNA-Seq data showing genes up-regulated in both MRD and PD, we selected a panel of genes and completed qPCR. The genes chosen were *CEBPB*, *SGK1*, *SIGLEC15*, *MVP*, and *ITGB2*, and the validation was completed in the original REH cell line used for the RNA-Seq analysis, as well as two additional ALL cell lines (SUP-B15 and TOM-1) (Supplementary Fig. S3). These genes were selected because they were identified as signature genes for MRD, and there was an overlap in expression with our PD cells. 

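In the RNA-Seq libraries all 5 genes were higher in PD cells under HOB than in LTMC. CEBPB, a transcription factor of myeloid cells and inflammation (Entrez 1051, chromosome 20: 50,190,583-50,192,690 of GRCh38), had the highest level, 39.7 ± 10.2 against 20.8 ± 4.31 RPKM (log2 fold change 0.92, adjusted p = 0.00104). SIGLEC15, a sialic acid receptor that dampens T cells (chromosome 18: 45,825,675-45,844,094), was at 17.6 ± 3.97 against 11.2 ± 1.43 RPKM (log2 fold change 0.63, adjusted p = 0.00453). ITGB2 (chromosome 21: 44,885,953-44,928,815) ranked 3 at 13.7 ± 5.69 against 4.23 ± 0.766 RPKM. MVP, the major vault protein (chromosome 16: 29,820,394-29,848,039), followed at 6.33 ± 1.52 against 3.06 ± 1.61 RPKM (log2 fold change 1.13, adjusted p = 0.00922), and SGK1, a kinase induced by glucocorticoid and serum (chromosome 6: 134,169,256-134,318,112), at 4.43 ± 1.25 against 1.99 ± 0.232 RPKM (log2 fold change 1.08, adjusted p = 0.00297).

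The 4 PD libraries lay above the 4 LTMC libraries for CEBPB, SGK1 and ITGB2, while those of SIGLEC15 and MVP overlapped. SIGLEC15 was no longer called without LTMC replicate 1 (log2 fold change 0.54) or PD HOB replicate 4 (0.53), both under 1.5-fold. RPL13A, a ribosomal protein gene used as a reference, was not called (465 ± 21.7 against 516 ± 46.4 RPKM, log2 fold change -0.15, adjusted p = 0.221). The qPCR measurements were not analysed here.

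**Figure D1:**
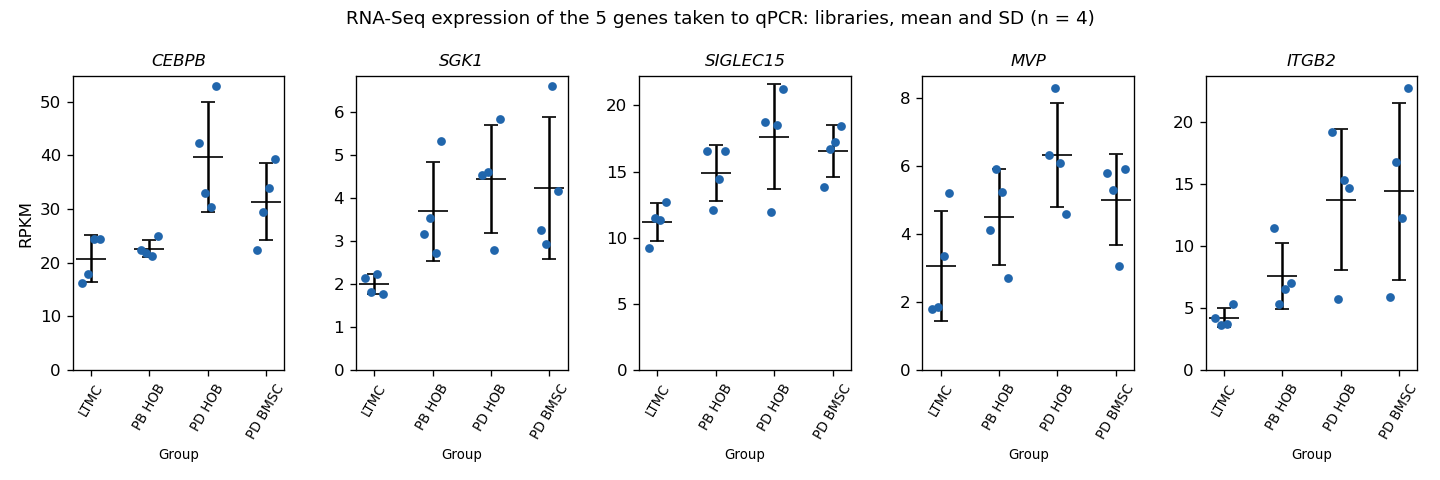
RPKM of CEBPB, SGK1, SIGLEC15, MVP and ITGB2 in LTMC, PB HOB, PD HOB and PD BMSC. Each point is 1 of 4 libraries, and the line with its bar shows the mean and SD.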

We determined that *CEBPB* and *SGK1* had increased expression in PD cells compared to control cells in the REH, SUP-B15, and TOM1 cell lines. REH and TOM1 PD cells had increased expression of *SIGLEC15*, while SUP-B15 PD cells had increased expression of *MVP*, compared to control cells. The REH and TOM1 PB cells had increased expression of *CEBPB*, *SGK1*, and *SIGLEC15*, while the SUP-B15 PB cells had increased expression of *CEBPB* and *MVP*. C/EBP-β is one of the most up-regulated transcription factors associated with chemotherapy resistance in a model of AML and in a study of multi-drug resistance^22,23^. SGK1 was reported to be up-regulated in both AML, CML, and B-cell lymphoma, and has been shown to play a role in both chemotherapy resistance and radio-resistance due to its structural similarities to AKT^24,25^. SGK1 has also been shown to have roles in regulating autophagy and cell metabolism, both of which are of interest to our laboratory^25^. Siglec-15 is one of many Siglec receptors that interact with sialic acids on the surface of cells, and they are mainly involved in regulation of immune checkpoints^26^. The role of Siglec receptors in cancer is an emerging field of research, but studies have shown that cancer cells are able to utilize these receptors to help suppress and evade the immune system, contributing to cancer immunity and disease progression^26,27^. MVP has also been correlated with chemotherapy resistance, with increased MVP mRNA and protein expression associated with multidrug resistance, and ultimately treatment failure in ALL^28^. It is thought that MVP, along with other ABC transporters and pumps on cell membranes, can either shuttle drugs away from cells or detoxify chemical compounds, thus protecting the cells and allowing tumor progression^28^. Finally, while genes related to cellular adhesion emerged as one of the top gene sets up-regulated in PD cells in our RNA-Seq data, we were unable to detect increased expression of *ITGB2*, a cellular adhesion marker described as a signature gene in MRD that overlapped with our PD cells^17^. *ITGB2* had an overall lower expression compared to the other genes that overlapped in PD cells and MRD, and the varied sensitivities of RNA-Seq and qPCR may have made changes in expression more difficult to detect.

Following the analyses of PD cells to control cells, we then compared the transcriptomes of the PD cells and the PB cells to examine their relative connections to the MRD cells. 

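Of the genes called between PD and PB cells of the same HOB co-culture, those with the largest increase in PD cells included immediate early genes. JUNB stood at 156 ± 33.1 against 27.9 ± 4.10 RPKM (log2 fold change 2.47, adjusted p = 0.00574), FOS at 287 ± 91.9 against 47.6 ± 11.4 RPKM (log2 fold change 2.55, adjusted p = 0.0184), IER2, another early response gene, at 348 ± 85.6 against 89.7 ± 14.4 RPKM (log2 fold change 1.93, adjusted p = 0.0175), and NR4A1, a nuclear receptor induced by activation, at 8.06 ± 2.83 against 2.11 ± 0.245 RPKM (log2 fold change 1.81, adjusted p = 0.0496). TNF (54.0 ± 10.3 against 14.6 ± 2.58 RPKM, log2 fold change 1.88, adjusted p = 0.00574) and ZFP36, which degrades the TNF message (117 ± 23.6 against 40.9 ± 6.26 RPKM, log2 fold change 1.50, adjusted p = 0.0240), rose with them. GP6, a collagen receptor of platelets (10.3 ± 4.95 against 2.07 ± 0.568 RPKM, log2 fold change 2.19, adjusted p = 0.0184), and c11orf96, of unknown function (19.7 ± 3.92 against 8.08 ± 1.22 RPKM, log2 fold change 1.27, adjusted p = 0.00574), were also among the 8 called genes with the largest change. These 8 were picked among called genes whose PD and PB libraries did not overlap, and all 10 called genes were of this kind. FOSB (log2 fold change 4.07, adjusted p = 0.112), EGR3 (3.58, adjusted p = 0.154), EGR1 (2.97, adjusted p = 0.0958) and EGR2 (2.84, adjusted p = 0.125) differed more than any of the 8 but were not called.

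By limma, 10 genes were called higher in PD than in PB cells and none lower; at an unadjusted p under 0.05 and 1.5-fold, 144 were higher and 9 lower (35 lower without PD HOB replicate 2, 19 without PB HOB replicate 3, 14 without PB HOB replicate 1 or 2, and 29 after quantile normalization). By voom on the recovered reads 10 were called in total. The groups did not overlap in 1491 genes (15%), against 2.86% expected from chance for unpaired libraries. PD and PB libraries with the same replicate number deviated together from their group means. With this number as a block, 8 genes were called in the fit of all 16 libraries. That number does not pair the PD HOB libraries with those of LTMC or PD BMSC. With sets of consecutive library numbers as the block instead (PB placed by its HOB number), the same fit called 115 higher and 9 lower genes. Fitted alone with the replicate number as a block, the PD and PB libraries gave 188 higher and 9 lower genes. Both of the last 2 settings were chosen after seeing the data. Leaving out 1 library gave from 3 to 17 genes. FOS, IER2, NR4A1, ZFP36 and GP6 were each lost in at least 5 of those 8 fits of PD and PB libraries, at log2 fold changes still of 2.40 or more for FOS, 1.79 for IER2, 1.67 for NR4A1, 1.40 for ZFP36 and 1.90 for GP6. Mesenchymal transcripts, typical of the adherent layer, had a median of 0.866 RPKM in PB cells and 1.55 RPKM in PD cells. Without PD HOB replicate 2 the PD median was 0.92 RPKM, so this library carries most of the difference in the median. Single transcripts stayed higher in PD cells without it. FN1 was at 0.56 against 0.106 RPKM in PB cells and SPARC at 0.458 against 0.163 RPKM. COL1A2 was at 0.176 against 0.037 RPKM and COL1A1 at 1.65 against 1.12 RPKM.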

We identified 342 genes up-regulated in the PD cells compared to the PB cells (Fig. 4a). Gene ontology enrichment analysis revealed that these genes are enriched in functions related to biological processes similar to what we have observed for those up-regulated in PD cells compared to the control cells (Figs. 2d and 4b). 

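Of the 10 genes called higher in PD than in PB cells, 9 were also called higher in PD cells than in LTMC. Both comparisons use the same PD libraries, which alone makes calls overlap. Immediate early and heat shock genes had 5 of 20 genes called (14 when adjusted over the list alone) and a median log2 fold change of 0.99 (camera, adjusted p = 6.79e-13; adjusted p = 0.210 with an estimated correlation). TNF targets had 1 (7 over the list alone) of 32, median 0.22, adjusted p = 0.000291, and this list also passed with an estimated correlation (adjusted p = 0.0182). In TGF-beta signaling 1 gene was called (4 over the list alone) with a median of 0.27 (adjusted p = 5.34e-05; adjusted p = 0.280 with an estimated correlation). Antigen presentation, with HLA-DMB, which loads peptides onto class II molecules, at a log2 fold change of 0.83 (adjusted p = 0.141), had no gene called (also none over the list alone) and a median of 0.21 (adjusted p = 5.34e-05; adjusted p = 0.403 with an estimated correlation). The unfolded protein and amino acid stress response was also higher as a list, with no gene called (1 over the list alone) and a median of 0.19 (adjusted p = 0.00345, and 0.438 with an estimated correlation). It was lost without PD HOB replicate 4 (adjusted p = 0.102).

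Hypoxia, glycolysis, adhesion and cytokine genes, which rose as lists from LTMC to PD cells, did not pass camera between PD and PB in the fit of all libraries. HK2 had a log2 fold change of 0.14 (adjusted p = 0.568) and VEGFA one of 0.48 (adjusted p = 0.112). Median changes were 0.09 for hypoxia targets (adjusted p = 0.155), 0.09 for adhesion (adjusted p = 0.138), 0.08 for glycolysis (adjusted p = 0.0968) and 0.05 for cytokines (adjusted p = 0.180). Single libraries decided this for 2 of these lists: hypoxia targets were higher in PD cells without PB HOB replicate 2 (adjusted p = 0.00395) or PD HOB replicate 4 (adjusted p = 0.0255), and glycolysis without PB HOB replicate 2 (adjusted p = 0.00261). The mesenchymal markers were higher in PD than in PB cells as a list (median 0.28, adjusted p = 0.0188; adjusted p = 0.280 with an estimated correlation), with no gene called, also none over the list alone; this was lost without PB HOB replicate 2 (adjusted p = 0.0623) or PD HOB replicate 2 (adjusted p = 0.0569). When the PD and PB libraries were fitted alone with the replicate number as a block, a setting chosen after seeing the data, more genes were called. Higher were 14 immediate early, 9 TNF, 6 of 22 antigen presentation, 5 TGF-beta, 3 cytokine, 2 stress response and 2 of 10 mesenchymal genes. So were 3 of 17 cell cycle exit, 2 of 23 p53 and 1 of 12 BCL2 genes, and 1 each of adhesion and hypoxia. Of 35 G1/S genes, 1 was lower.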

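Cell cycle genes had somewhat lower means in PD than in PB cells, without a call for any single gene by limma. MCM10 was at 11.5 ± 0.935 against 17.2 ± 1.49 RPKM (log2 fold change -0.57, adjusted p = 0.112), EXO1 at 8.34 ± 0.951 against 12.9 ± 0.776 RPKM (log2 fold change -0.63, adjusted p = 0.0673) and TTK, a kinase of the spindle checkpoint, at 16.4 ± 2.08 against 22.5 ± 1.52 RPKM (log2 fold change -0.46, adjusted p = 0.0848). RFC5, a clamp loader (-0.44, adjusted p = 0.112), and SMC2, a condensin core subunit (-0.41, adjusted p = 0.125), had negative values as well.

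As lists, DNA replication (median log2 fold change -0.35, camera, adjusted p = 2.64e-16), G1/S and E2F targets (-0.32, adjusted p = 4.28e-14) and mitosis (-0.25, adjusted p = 1.64e-11) were lower in PD cells. None of them passed when the correlation was estimated: adjusted p = 0.280 for DNA replication and for G1/S, and 0.423 for mitosis with an estimated correlation. Over the list alone, 1 G1/S gene and no replication or mitosis gene was lower.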

Gene set enrichment analysis revealed a systematic decrease in the expression levels for genes related to cell cycle (Fig. 4c), consistent with the observations made for the genes down-regulated from LTMC to PD (Fig. 2c). 

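FOS shows both changes at once: its log2 fold change was 2.55 from PB to PD and 3.76 from LTMC to PD. For CEBPB they were 0.78 and 0.92, for MCM10 -0.57 and -1.11, and for the hypoxia target BHLHE40 0.08 and 2.43. Over the 9946 genes the 2 changes correlated at r = 0.728 (rho = 0.674), with SDs of 0.236 and 0.444. The PD libraries enter both, which alone gave r = 0.498 in simulated data without any change. This r comes from noise alone and is not the part of 0.728 due to sharing. In those simulations the covariance of the changes was 0.0105, against 0.0763 observed. When 2 PD libraries were used for each comparison, r averaged 0.587 (0.517 to 0.729 over the splits) and the covariance 0.0673. None of these values allows for the pairing of libraries between groups.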

The changes of expression from the PB cells to the PD cells are positively correlated with, and are at a scale comparable to, the changes of expression from the LTMC cells to the PD cells (Fig. 4d). Remarkably, the genes up-regulated in the patient derived MRD cells were preferentially expressed in the PD cells, while the genes down-regulated in the patient derived MRD cells were preferentially expressed in the PB cells (Fig. 4e). 

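The 37 MRD genes of Fig. 5c followed the same order between PD and PB cells, in small steps. CEBPB was at 22.6 ± 1.63 RPKM in PB cells, below its PD level, and HCST at 12.1 ± 3.08 RPKM (log2 fold change of PD over PB 1.04). CHAF1B, a chromatin assembly factor, was at 12.9 ± 1.80 in PD and 18.1 ± 1.29 RPKM in PB cells (log2 fold change -0.49), and CENPH, a kinetochore protein, at 37.2 ± 4.32 and 51.6 ± 1.63 RPKM (-0.48). All 9 genes higher in MRD were above PB (median log2 fold change 0.45) and all 28 lower in MRD were below it (median -0.36). The study chose these genes for differing between these PD and PB libraries, so they are no independent evidence. By limma none of the 37 was called, with adjusted p from 0.112 to 0.425. CEBPB, HCST and ITGB2 were called when these PD and PB libraries were fitted alone with the replicate number as a block, a setting chosen after seeing the data.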

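Of the genes assayed by qPCR, CEBPB (log2 fold change 0.78, adjusted p = 0.112) and ITGB2 (7.56 ± 2.68 RPKM in PB; log2 fold change 0.78, adjusted p = 0.283) had the largest differences between PD and PB cells in RNA-Seq. MVP (4.50 ± 1.41 RPKM in PB; log2 fold change 0.51, adjusted p = 0.379), SGK1 (3.68 ± 1.14 RPKM; log2 fold change 0.26, adjusted p = 0.578) and SIGLEC15 (14.9 ± 2.10 RPKM; log2 fold change 0.22, adjusted p = 0.437) were closer. All 5 means were higher in PD than in PB cells and none was called by limma. From LTMC to PB cells SGK1 was called (log2 fold change 0.82, adjusted p = 0.0289), though not without LTMC replicate 2 (log2 fold change 0.78), PB HOB replicate 2 (0.82, adjusted p above 0.05) or PB HOB replicate 4 (0.63). CEBPB (0.14, adjusted p = 0.615), SIGLEC15 (0.41, adjusted p = 0.0714), MVP (0.62, adjusted p = 0.168) and ITGB2 (0.78, adjusted p = 0.146) were not.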

While RNA-Seq analyses between the PB and PD cells showed differing patterns of gene expression, our qPCR validation showed that, for the genes assayed, the PB and PD cells had similar trends in expression (Supplementary Fig. S3). Despite looking similar in gene validation experiments by qPCR, we have shown that the PB and PD cells do exhibit functional differences in assays, including those evaluating cell proliferation and sensitivity to chemotherapeutic agents^13,29,30^.

**Figure 4:**
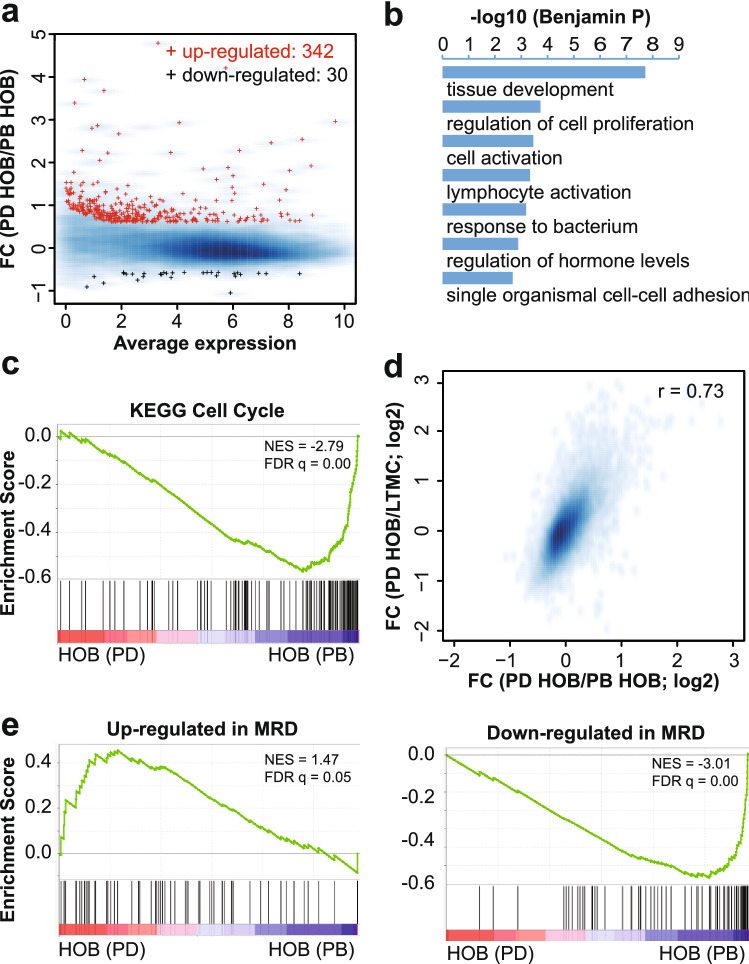
The PD cells are distinctive from the PB cells and are related to MRD. (**a**) MA plot for the average expression and expression fold-changes between PD and PB cells co-cultured with HOB. Red: genes up-regulated from PB to PD; Black: genes down-regulated; blue background: all expressed genes. (**b**) Gene ontology enrichment analysis for genes up-regulated from PB to PD on biological processes (BP3). (**c**) Gene Set Enrichment Analysis (GSEA) of expressed genes, ranked by the FC of expression (PD/PB), against KEGG gene set “Cell cycle”. (**d**) Smoothed scatter plot for the expression changes of PD vs PB (x-axis) and PD vs LTMC (y-axis). *r*: Pearson Coefficient. (**e**) Gene Set Enrichment Analysis (GSEA) of expressed genes, ranked by the FC of expression (PD/PB), against genes that are up-regulated (left panel) or down-regulated (right panel) in ALL cells corresponding to MRD vs control ALL cells collected at time of diagnosis.

Finally, to be as thorough as possible, we compared the gene profiles of all 3 in vitro cell populations (LTMC, PB, and PD). 

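On the first principal component of the LTMC, PB and PD libraries (51.6% of the variance) the mean score was -24.0 ± 10.5 for LTMC, 4.01 ± 3.69 for PB and 20.0 ± 4.03 for PD cells under HOB. The scores ran from -35.7 to -10.6, from -1.48 to 6.26 and from 16.1 to 25.6, without overlap between groups (exact permutation test, p = 0.0286 for each pair, the smallest that 4 against 4 libraries can give). This p takes the libraries as unpaired. Where they are paired, only 8 splits part all pairs, too few for a share under 0.05. FOSB (loading 0.0887) and EGR1 (0.0841) weighed most on the PD side, and CTXN1 (-0.0415) and MT2A (-0.0391) on the LTMC side. The second component (12.4%) did not part the groups (exact permutation test, p = 0.686 for PD and LTMC, 0.343 for PD and PB, and 0.429 for PB and LTMC).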

A principal component analysis of the three samples based on expression of all genes revealed that PD separates from PB and LTMC (Fig. 5a). It also revealed that the transcription landscape of PB cells could correspond to an intermediate status between LTMC and PD cells (Fig. 5a). 

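PB cells had taken part of the way from LTMC to PD, and how far depended on the genes. BHLHE40 was already at 28.4 ± 7.97 RPKM in PB cells (log2 fold change 2.34, adjusted p = 0.000358 against LTMC) and HK2 at 57.8 ± 9.38 RPKM (log2 fold change 1.27, adjusted p = 5.82e-05), close to their PD levels. EGR1 (64.1 ± 39.6 RPKM) and JUNB stayed nearer to LTMC (adjusted p = 0.165 and 0.837). Replication genes were part way, with KIAA0101 at 53.7 ± 2.33 RPKM (log2 fold change -0.88, adjusted p = 0.000960). MADCAM1, an adhesion molecule of mucosal vessels (14.7 ± 3.64 against 3.51 ± 1.77 RPKM, log2 fold change 2.17, adjusted p = 0.000565), SDK2, an adhesion molecule of neurons (log2 fold change 2.08, adjusted p = 0.000376), and VPREB3 (log2 fold change 2.13, adjusted p = 0.00112) had some of the largest increases in PB cells, and LGALS1, a galectin (82.5 ± 18.1 against 185 ± 45.8 RPKM, log2 fold change -1.15, adjusted p = 0.00125), and UBE2C, of the anaphase-promoting complex (-1.07, adjusted p = 0.000358), some of the largest decreases.

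In PB cells, 283 genes were called higher and 196 lower than in LTMC; 261 and 157 of these were also called in PD cells, a comparison that shares the LTMC libraries. Of the 1251 genes called between PD and LTMC, PB was between the other groups in 1170 (93.5%), beyond PD in 69 and beyond LTMC in 12, at a median share of 0.638 of the PD change. In 50 simulations of independent libraries with PB cells in the state of LTMC, PB lay between in 60.2% of the genes called (57.4 to 63.7%) at a median share of 0.046, and in 50 with PB cells in the state of PD, in 60% (56 to 62.6%) at a share of 0.954. By list, the median change in PB cells came to 0.972 of that in PD cells for hypoxia targets, 0.743 for mitosis, 0.681 for glycolysis, 0.563 for DNA replication, 0.519 for adhesion, 0.362 for TGF-beta, 0.228 for TNF targets and 0.198 for immediate early genes.

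By camera in PB cells, hypoxia (18 genes up; adjusted p = 6.29e-18, and 0.210 with an estimated correlation), mitosis (30 down; 1.17e-28, and 0.210 with an estimated correlation) and DNA replication (13 down; 6.43e-17, and 0.220 with an estimated correlation) had the lowest adjusted p, while TNF targets did not pass (adjusted p = 0.0730; 0.0461 without PB HOB replicate 1 and 0.0448 without PB HOB replicate 3). These 3 lists had the counts 18, 30 and 13 when adjusted over the list alone.

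**Figure D2:**
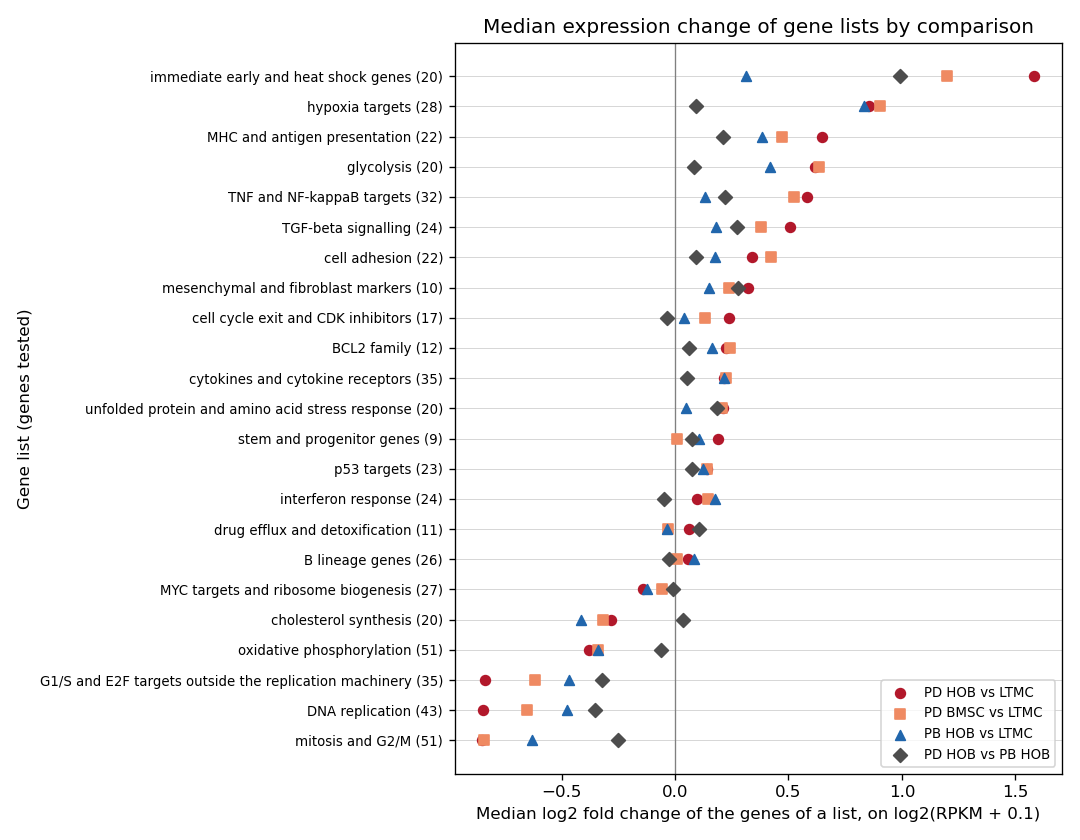
Median log2 fold change (horizontal axis, log2(RPKM + 0.1)) of each gene list with at least 9 genes tested, whose number is in brackets. Points stand for PD HOB vs LTMC, PD BMSC vs LTMC, PB HOB vs LTMC and PD HOB vs PB HOB; mitosis and replication lie below 0 in all 4, and hypoxia lies near 0 in PD HOB vs PB HOB (0.09).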

We then further compared the expression of MRD signature genes among the three types of cells. The analysis revealed that genes up-regulated in MRD, when compared to disease at diagnosis, were generally expressed at a higher level in PD cells compared to PB or LTMC cells (Fig. 5b). 

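SPRY1 was at 8.19 ± 0.855 RPKM in PB cells, between its LTMC and PD levels, and NEDD9 at 7.78 ± 1.28 RPKM, nearer to PD than to LTMC. HCST was not called from LTMC to PB (log2 fold change 0.52, adjusted p = 0.154). All 9 Fig. 5c genes higher in MRD had their highest mean in PD cells.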

Consistently, genes down-regulated in MRD, when compared to disease at diagnosis, were generally expressed at a lower level in PD cells than LTMC or PB cells (Fig. 5b). 

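MCM4 was at 47.2 ± 1.90 RPKM in PB cells, PCNA at 206 ± 32.1 RPKM and TYMS, which makes thymidylate, at 90.0 ± 5.35 RPKM. In PD cells TYMS was at 73.9 ± 7.41 RPKM (132 ± 12.7 in LTMC). Against LTMC, PB cells had called decreases in MCM4 (log2 fold change -0.64, adjusted p = 0.00688) but not in TYMS (-0.55, adjusted p = 0.00439) or PCNA (-0.40, adjusted p = 0.0800). The MCM4 call was lost without LTMC replicate 2 (log2 fold change -0.52), and TYMS passed without LTMC replicate 1 (-0.60) or PB HOB replicate 2 (-0.59). All 28 Fig. 5c genes lower in MRD had their lowest mean in PD cells.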

From the MRD signature genes, we then highlighted a subset that were differentially expressed between PD and PB and compared their expression across the three cell populations. This analysis demonstrated that the PB cell population is an intermediate between LTMC and PD cells (Fig. 5c). Therefore, the PD cells constitute a unique cell population with a gene expression profile that is the most closely related to the gene profile described for MRD in ALL.

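PB lay between LTMC and PD in 37 of the 37 genes of Fig. 5c. For ITGB2, PB cells had covered 0.5 of the log2 change from LTMC to PD, for CEBPB 0.156, for SPRY1 0.765, for MCM4 0.568 and for KIAA0101 0.654. The median share was 0.5 over the 9 genes higher in MRD and 0.591 over the 28 lower in MRD. Because these genes were selected for differing between PD and PB in these libraries, this order is not independent evidence. It is from these genes that the paper concludes that PB cells are an intermediate between LTMC and PD cells; from the principal components it puts this forward only as something that could be.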

**Figure 5:**
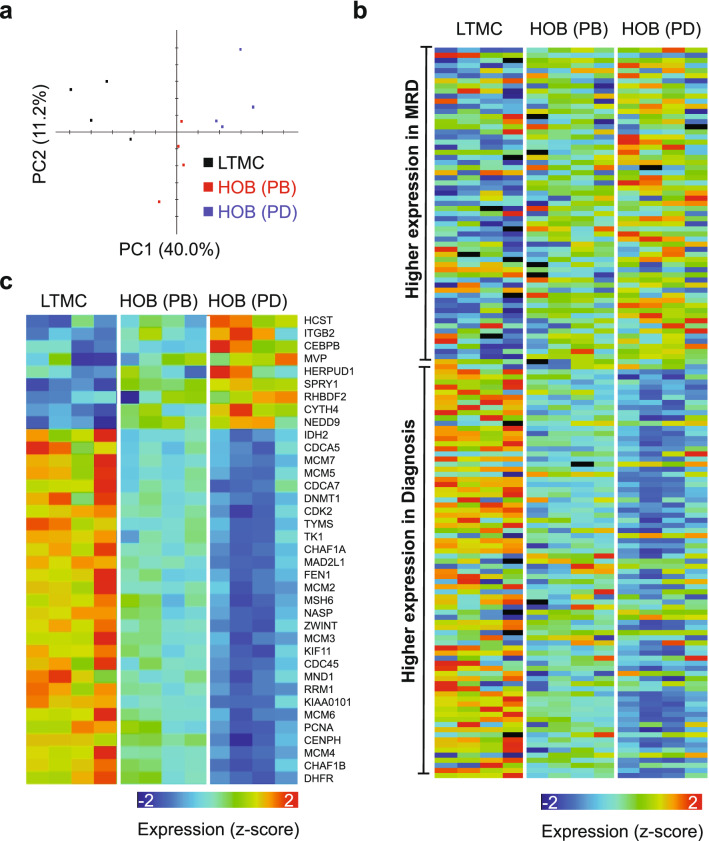
Expression of MRD signature genes in LTMC, PB, and PD cells. (**a**) PCA analysis based the expression of all genes as measured by RNA-Seq analysis for LTMC, PB, and PD cells. (**b**) Heat map visualization of expression values in ALL co-cultured with HOB (PB and PD cells) and in suspension (LTMC) for genes differentially expressed between “MRD” and “diagnosis”, sorted by fold-change. (**c**) Similar to panel b but for genes that are differentially expressed between PD and PB cells.

## Discussion

The development of novel chemotherapeutics for B-cell ALL have been hampered by the lack of in vitro model systems that can recapitulate the cellular signals seen in human patients. Increasing evidence supports the bone marrow niche as a critical contributing factor to the tumor microenvironment supporting MRD^13,31^. While there has been significant progress in the treatment of B-cell ALL, with most pediatric and adult patients achieving complete remission following treatment with the current standard-of-care therapeutic regimens, there is still a subset of patients who will experience a disease relapse, due to MRD. The presence of MRD following the completion of the treatment regimen is one of the most important prognostic factors for determining which patients will likely relapse. Often the newly emerging/relapsed disease has a chemotherapy-resistant phenotype, reducing the possibility of a complete remission for these patients^7^.

Identification of a transcription signature of ALL MRD would facilitate the development and evaluation of therapeutic agents specifically targeting this drug-resistant population contributing to relapse. This unmet need underpins the necessity of a reproducible model that is both available for efficient evaluation and also clinically relevant. We have developed an in vitro co-culture model to study MRD, using a combination of B-cell ALL cells and human bone marrow microenvironment specific cells that segregates ALL cells into sub-populations, with the phase dim (PD) cell population exhibiting a quiescent, chemotherapy-resistant phenotype. Using RNA-Seq analyses, we demonstrated that the PD ALL cell population was characterized by a transcription program similar to that of MRD cells isolated from patients. These results provided validation that our in vitro co-culture model generates a cell population (PD) that closely recapitulates many of the characteristics found in MRD. Since the bone marrow environment has been shown to contribute to support of ALL cell viability even during aggressive therapy, and protects residual cells that are poised to contribute to relapse of disease following cessation of therapy, the inclusion of the adherent cells (HOB or BMSC) is required for recapitulating the transcription profile observed in patients; in contrast to cells which are normally cultured in media alone. The characterization of in vitro models that can be used to study the molecular pathways involved in tumor cell resistance and quiescence have significant utility. Critical evaluation of the relevance of these models is enabled by patient-derived data from other laboratories that make essential comparisons possible, and will allow for identification of novel therapeutic strategies to treat MRD.

## Methods

### Cell culture

REH (ATCC #CRL-8286), TOM-1 (DSMZ ACC#578), and SUPB15 (ATCC #CRL-1929) were purchased and maintained in RPMI 1640 supplemented with 10% FBS and 1 × streptomycin/penicillin antibiotics. Human osteoblasts (HOB) were purchased from PromoCell (Cat No: C-12720, Heidelberg, Germany) and cultured according to the vendor’s recommendations. De-identified primary BMSC and B-cell ALL samples were provided by the WVU Cancer Institute Biospecimen Processing Core and the WVU Department of Pathology Tissue Bank. ALL cell lines were authenticated by short tandem repeat (STR) analysis (University of Arizona Genetics Core, Tucson, AZ) and maintained in 6% CO_2_ in normoxia at 37 °C.

### Co-culture model

Co-culture conditions were followed as previously described^11^. Briefly, 1 million ALL cells were seeded on an 85% confluent BMSC or HOB layer and maintained in 5% O_2_. The co-culture was fed every 4 days. On the 12th day in culture, the ALL cells were isolated for further processing. The leukemic cell population that was in suspension and not interacting with the stromal cells was collected and designated as phase bright cells (PB). The leukemic cells that were buried under the BMSC or HOB were separated by size exclusion with Sephadex G-10 after vigorous washing to remove all leukemic cells adhered to the top of the BMSC. Buried leukemic cells were designated phase dim cells (PD). To validate the RNA-Seq analysis, REH, SUP-B15, and TOM-1 leukemic cells were grown in media alone or co-culture, and separated as described above (n = 3 for each cell line). RNA was isolated from the leukemic cell pellets from the LTMC and PD groups, and RT-PCR completed using primers for *CEBPB*, *SGK1*, *SIGLEC15*, *MVP*, *ITGB2*, and *RPL13A* (all from Real-Time Primers).

### RNA-Seq analysis

The RNA-Seq library preparation were previously described^32^. Briefly, RNA was isolated from the purified ALL cells with a RNeasy Plus Mini Kit (Qiagen, Hilden, Germany), and samples were sent to the West Virginia University Genomics Core for library preparation using polyadenylation selection with the KAPA Stranded mRNA-Seq Kit. RNA-Seq libraries were sequenced using a HiSeq 1500 system (50 bp paired-end) (Illumina, San Diego, CA, USA). To complete the RNA-Seq data analyses, we followed the methods described in our previous publications^32,33^. Briefly, the subread package^34^ to map the pair-end RNA-Seq reads to the human genome (hg38), and the *featureCounts* function within the Rsubread R package^35^ to summarize the number of reads for genes annotated by RefSeq were utilized. Gene expression level was quantified by Reads Per Kilobase of transcript, per Million mapped reads (RPKM)^36^. Downstream analyses considered only protein-coding genes that expressed in at least one condition (RPKM > 2) and excluded histone genes. Differentially expressed genes were predicted using EdgeR 3 under a fold-change (FC) > 1.5 and a false discovery rate (FDR) < 0.05. The online DAVID Bioinformatics resource was used for gene-ontology enrichment analysis using the differentially expressed genes as a foreground and all expressed genes as a background. Predictions of transcription regulators for differentially expressed genes were done with LISA^21^. GSEA 4.0.2 was utilized for gene set enrichment analysis taking genes sorted by FC of expression as input, and calculated the enrichment for interested gene sets extracted from MSigDB^37^. Additional gene sets for GSEA analysis included genes up-regulated or down-regulated in minimal residual cells as compared to cells collected at time of diagnosis, obtained from “Table S8” published by another laboratory^17^. MeV^38^ enabled visualization of gene expression in a heat map.

## Supplementary Information

Supplementary Legends.

Supplementary Figure S1.

Supplementary Figure S2.

Supplementary Figure S3.

Supplementary Table S1.

Supplementary Table S2.

## Data Availability

RNA-Seq data were deposited to GEO with accession GSE148520.

# Supplementary material for: Co-culture model of B-cell acute lymphoblastic leukemia recapitulates a transcription signature of chemotherapy-refractory minimal residual disease
**Source:** Sci Rep. 2021 Aug 4;11:15840. doi: 10.1038/s41598-021-95039-x
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Data:**

**Co-culture model of B-cell acute lymphoblastic leukemia recapitulates a transcription signature of chemotherapy-refractory minimal residual disease**

Stephanie L. Rellick, Gangqing Hu, Debbie Piktel, Karen H. Martin, Werner J. Geldenhuys, Rajesh R. Nair, and Laura F. Gibson

**Supplementary Figure Legends**

**Supplementary Figure S1: Co-culture with BMSCs induced expression changes similar to the coculture with HOBs.**

1. Bar graphs for the normalized enrichment scores of GSEA analysis of expressed genes, ranked by the FC of expression (ALL co-cultured with BMSCs/LTMC), against the MSigDB HALLMARK gene sets (FDR q-val < 0.05 and enrichment > 1.5).
2. GSEA analysis of expressed genes, ranked by the FC of expression (ALL co-cultured with BMSCs/LTMC), against the MSigDB gene set “OSWALD HEMATOPOIETIC STEM CELL IN COLLAGEN GEL UP”, which includes genes up-regulated in hematopoietic stem cells cultured with collagen gel compared to in suspension, and gene set “WONG ADULT TISSUE STEM MODULE” (middle panel), which includes genes up-regulated in adult tissue stem cells.
3. GSEA analysis of expressed genes, ranked by the FC of expression (ALL co-cultured with BMSCs/LTMC), against genes that are up-regulated or down-regulated in ALL cells corresponding to MRD as compared to ALL cells collected at time of diagnosis and before disease treatment in patients.

**Supplementary Figure S2: Shared pathways between PD cells and MRD cells.**

1. Left panel: Venn diagram for genes up-regulated in PD cells vs LTMC cells and in MRD cells vs the control cells collected at diagnosis; right panel: Venn diagram for genes down-regulated in PD cells and in MRD cells.
2. KEGG enrichment analysis for expressed genes that are among the top 25% up-regulated in terms of fold-change in PD cells vs LTMC cells and also the top 25% up-regulated in MRD cells vs the control cells.
3. KEGG enrichment analysis for expressed genes that are among the top 25% down-regulated in terms of fold-change in PD cells vs LTMC cells and also the top 25% down-regulated in MRD

cells vs the control cells.

**Supplementary Figure S3: Validation of transcription signatures identified from RNA-Seq in PB and PD cells using three ALL cell lines**.

REH, SUP-B15, and TOM-1 leukemic cell lines were grown in media (LTMC) or in co-culture with human osteoblasts (HOB) for 10 days. Both media and co-culture cells were then subjected to separation using G-10 Sephadex. RNA was extracted from the isolated leukemic cells and qPCR completed for *CEBPB*, *SGK1*, *SIGLEC15*, *MVP*, and *ITGB2*. *RPL13A* was used for normalization. The average fold change of each gene is graphed with standard error (SEM), with the black line indicating LTMC, which was used for comparison.

**Supplementary Table S1: Potential regulators (top 20) for genes down-regulated in PD as compared to LTMC**

**Supplementary Table S2: Potential regulators (top 20) for genes up-regulated in PD as compared to LTMC**

# Supplementary material for: Co-culture model of B-cell acute lymphoblastic leukemia recapitulates a transcription signature of chemotherapy-refractory minimal residual disease
**Source:** Sci Rep. 2021 Aug 4;11:15840. doi: 10.1038/s41598-021-95039-x
**Supplement:** Supplementary file 5 — Supplementary Table S1.

| Gene symbol | -LOG10(p-value) from LISA |
| --- | --- |
| E2F4 | 137.4 |
| E2F1 | 115.8 |
| RBL2 | 97 |
| TFDP1 | 93.6 |
| RNF2 | 62.7 |
| FOXM1 | 60.7 |
| ING2 | 58.9 |
| HDAC1 | 58.7 |
| RB1 | 57.8 |
| FOXP1 | 57.6 |
| HDAC2 | 55.8 |
| HBP1 | 54.9 |
| TAF1 | 54.8 |
| SAP30 | 53.9 |
| NELFA | 52.7 |
| GTF2B | 52.3 |
| XRN2 | 49.8 |
| SIN3A | 49.1 |
| PHF8 | 48.5 |
| CDK9 | 48.1 |

**Supplementary Table S1: Potential regulators (top 20) for genes down-regulated in PD as compared to LTMC**

# Supplementary material for: Co-culture model of B-cell acute lymphoblastic leukemia recapitulates a transcription signature of chemotherapy-refractory minimal residual disease
**Source:** Sci Rep. 2021 Aug 4;11:15840. doi: 10.1038/s41598-021-95039-x
**Supplement:** Supplementary file 6 — Supplementary Table S2.

**Supplementary Table S2: Potential regulators (top 20) for genes up-regulated in PD as compared to LTMC**

| Gene symbol | -LOG10(p-value) from LISA |
| --- | --- |
| ERG | 55.4 |
| NR3C1 | 52.7 |
| TCF4 | 50.7 |
| RUNX1 | 47.8 |
| IKZF1 | 46 |
| EGR3 | 45 |
| FLI1 | 42.5 |
| KMT2A | 41.9 |
| TERC | 41.5 |
| KDM2B | 40.5 |
| CTCF | 40 |
| BHLHE40 | 39.7 |
| MYC | 39.1 |
| PML | 39 |
| EGR2 | 38.9 |
| EBF1 | 38.9 |
| MAX | 38.8 |
| MYB | 38.3 |
| MAZ | 38.1 |
| JMJD1C | 38.1 |

How the deposited data were processed for this re-analysis (not part of the article)

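Gene expression was measured by RNA-Seq of REH cells in 16 libraries, 4 each of LTMC, PB cells from HOB co-culture, PD cells from HOB co-culture and PD cells from BMSC co-culture. According to the paper and the submitters' notes, the authors mapped the reads to hg38 with Subread, summarized them over RefSeq genes with featureCounts and computed RPKM; the versions are not given in the sources used here. The deposited table holds log2 values of 19049 genes. A second sheet calls the unit log2 RPKM + 0.0001, and the plan took it as log2(RPKM + 0.0001). The values themselves are log2(RPKM + 1) with 0.0001 added after the log: brought back on that scale, 16877 genes (99.92% of the genes above 0) came out as whole reads in every library, within 0.02 reads. The other reading was therefore not used. Of the remaining genes, 2158 were at 0 in every library and 14 were not solved, the latter holding 8.35 to 10.17% of the RPKM of a library.

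Recovered reads per library ran from 11.06 to 11.94 Mreads in LTMC (median 11.6), from 10.71 to 19.72 in PB HOB (11.21), from 10.03 to 12.53 in PD HOB (10.95) and from 9.89 to 11.97 in PD BMSC (11.07). No 2 libraries of a group were identical.

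RPKM was tested as log2(RPKM + 0.1) with limma 3.58.1 (limma-trend) in R 4.3.3, with group means as the only terms and 1 estimate of the spread per gene over all 16 libraries. Genes were kept with a mean above 2 RPKM in at least 1 group; 322 genes of another type than protein-coding in the RefSeq gene table (GRCh38.p14; 30 genes without a match were kept) and 52 histone genes were removed. This left 9946 genes. The match of histone symbols was widened after symbols in another case had appeared among the results (9974 genes before). Log2 changes are differences of group means, p-values were adjusted by Benjamini-Hochberg within a comparison, and a gene was called at an adjusted p under 0.05 and a fold change over 1.5. The comparisons were PD HOB with LTMC, PD BMSC with LTMC, PD HOB with PB HOB, PB HOB with LTMC and PD HOB with PD BMSC. The number of genes whose groups do not overlap was counted as well. Principal components were computed on the LTMC, PB HOB and PD HOB libraries, centred per gene and not scaled, and compared by exact permutation tests. Gene positions are those of the RefSeq table, on the same assembly as hg38. Reads were recovered and figures drawn with Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9.

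Named genes were, for each comparison, the 8 called genes with the largest increase and the 8 with the largest decrease among those with separate groups, the genes that the paper names or prints in Fig. 5c, and for each list the 4 called genes with the largest change, or the 2 with the smallest p where none was called; a passage gives those that bear on its sentence, and the results of some genes are not reported here. The 26 lists, 811 entries of which 792 had values and 588 were tested, were DNA replication, mitosis, G1/S and E2F targets, cell cycle exit, adhesion, cytokines, hypoxia, glycolysis, TGF-beta, TNF and NF-kappaB targets, immediate early and heat shock genes, p53 targets, BCL2 family, oxidative phosphorylation, MYC targets, stem and progenitor genes, B lineage, MHC and antigen presentation, interferon response, cholesterol synthesis, unfolded protein response, drug efflux, and mesenchymal, osteoblast, macrophage and endothelial markers. They were tested with limma's camera at a correlation of 0.01, adjusted over the lists of a comparison, and counted also with p adjusted over the list alone. Comparisons, tests, thresholds, lists and most alternatives were set before the data were examined; the thresholds are those of the paper. Several pseudocounts and filters, and the block by replicate number together with the correlations that decide on it, were first seen in 1 exploratory run, after which the settings were left as planned.

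Simulated libraries had the same spread, with 67 genes changed per fold, and were independent of each other. Depending on the comparison, 74.6 to 86.6% of genes changed 1.5-fold and 92.5 to 100% of genes changed 2-fold passed the adjusted p. Of genes changed 4-fold, 100% passed it. Among all genes that passed, 4.1 to 8.4% were false. The fold limit of a call was not applied. Of 2 simulated lists, camera called the shifted one and not the unchanged one. The correlation expected between fold changes that share a group was simulated 100 times without any change. The place of PB cells between LTMC and PD was simulated 50 times each with PB cells in the state of LTMC and of PD, at the observed group means and spread, a test added after the result was seen.

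Whether replicate numbers pair the libraries was checked by the correlation of residuals, with a limit of 0.1 for every pair. They do for PD HOB with PB HOB (0.377 to 0.558) and for LTMC with PD BMSC (0.134 to 0.536). They do not for PD HOB with LTMC (-0.106 to 0.088), PD HOB with PD BMSC (-0.454 to -0.075), PB HOB with LTMC (-0.155 to 0.055) or PB HOB with PD BMSC (-0.478 to -0.186). The sample names of LTMC, PD HOB and PD BMSC also carry a library number, and sets of 5 consecutive numbers match HOB replicate 2 with replicate 1 of the other groups, 3 with 2, 4 with 3 and 1 with 4. Matched by these sets, all pairs exceeded 0.1 except 1 of LTMC with PB HOB (0.042), PB libraries being placed by their HOB number.

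Alternatives were other pseudocounts (1 and 0.0001), no filter or a mean above 5 RPKM, a median shift, quantile normalization, a fit of the 2 groups alone, array weights, no limit on the fold change, replicate blocks, voom on the recovered reads, an estimated correlation or fry for the lists, and each library left out in turn. Of tests on reads, voom alone was run, on the recovered reads. The MSigDB gene sets, the gene tables of the MRD study and the qPCR values were not used here.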

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

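Of the tests in this part, the correlation between mesenchymal and adhesion transcripts over the PD libraries, their shares of the rise in PB cells, the fit of PD and PB libraries alone with a block and the median of the mesenchymal transcripts with each PD HOB library left out were chosen only after the result was seen.

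Immediate early and heat shock genes, which the paper does not discuss, had the largest median change from LTMC to PD HOB, 1.58 on the log2 scale. Of 20 genes 15 were higher and 1 lower, also over the list alone (camera, adjusted p = 4.66e-07; adjusted p = 0.224 with an estimated correlation). PD cells were released with trypsin and passed over a Sephadex column, so handling is a candidate explanation. It predicts a difference between PD and PB cells, and the median there was 0.99, against 0.31 between PB HOB and LTMC. A legend of the qPCR work passes media cells over the column too; whether the LTMC libraries were is not stated in the sources used here. A response to the place under the adherent layer predicts such a difference as well and stays open. So does a response to contact, if PB cells lack it: the paper's introduction has PB cells touching the top of the layer, its methods in suspension.

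Mesenchymal and fibroblast markers were higher in PD HOB than in LTMC as a list (median log2 fold change 0.32, adjusted p = 0.0375; adjusted p = 0.224 with an estimated correlation), with 2 of 10 genes called (3 over the list alone), among them COL5A1 (48.1 ± 5.59 against 15.0 ± 5.22 RPKM). COL5A1 was also at 34.5 ± 6.03 RPKM in PB cells, and its LTMC level came from cells without an adherent layer. The adjusted p of the list was 0.0559 without PD HOB replicate 2. Against PB cells, 2 of the 10 were called when PD and PB libraries were fitted alone with the replicate number as a block. RNA carried over from the HOB or BMSC layer through the Sephadex column is a candidate explanation: of 10 abundant mesenchymal transcripts named for this test, 9 had values and 8 were higher in PD HOB than in LTMC and PB HOB. The median of the 9 in PD HOB was 1.549 RPKM (TIMP1 16.5, COL1A1 2.60 and FN1 1.55 RPKM; COL1A1 1.65 and FN1 0.56 RPKM without PD HOB replicate 2), while IGFBP7 was lower (22.9 against 31.4 RPKM). This median was 0.92 RPKM without PD HOB replicate 2, under the limit of 1 set for carry-over, and 1.678 to 1.936 RPKM without another PD HOB library, so carry-over stays open. For the adhesion genes, PB cells reached 0.582 of the rise from LTMC to PD HOB in the 6 called adhesion genes (median, in RPKM), against 0.078 in the 8 mesenchymal transcripts that rose, a difference of 0.503 (0.349 to 0.568 with 1 library left out). This excludes nothing, since 6 of the 8 stayed under 2 RPKM in every group, and of the other 2 TIMP1 reached a share of 0.613 and COL1A1 one of 0.006. Whether the adhesion genes rose by carry-over, in part or in whole, cannot be told apart from a change in the REH cells: over the 8 PD libraries, centred within HOB and BMSC, the 6 called adhesion genes and these transcripts correlated at r = -0.383 (rho = -0.143, permutation test, p = 0.403), at -0.156 without the 2 farthest libraries and between -0.752 and 0.387 with 1 library left out.

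MHC and antigen presentation genes, also outside the paper's discussion, rose in 11 of 22 genes from LTMC to PD HOB, and in the same number over the list alone (median log2 fold change 0.65, adjusted p = 7.2e-06; adjusted p = 0.224 with an estimated correlation), with HLA-DMB at 9.46 ± 0.748 against 3.27 ± 1.20 RPKM. Cholesterol synthesis genes fell in 5 of 20, also over the list alone (median -0.28, adjusted p = 0.00125, and 0.269 with an estimated correlation), with HMGCS1, an early enzyme of the pathway, at 24.4 ± 2.27 against 41.8 ± 9.63 RPKM.

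Between PD HOB and PD BMSC, 7 lists differed by camera although no gene was called by limma (30 higher and 3 lower at an unadjusted p under 0.05 and 1.5-fold, and 161 and 2 without PD BMSC replicate 4; 0 by voom). DNA replication (median log2 fold change -0.19, adjusted p = 3.2e-10), G1/S and E2F targets (-0.18, 2.48e-08) and interferon response (-0.08, 0.0276) were lower under HOB. TGF-beta (0.10, 0.0329), TNF targets (0.10, 0.0351), immediate early genes (0.33, 0.00141) and MHC genes (0.13, 0.0144) were higher. None passed with an estimated correlation: adjusted p = 0.598 for DNA replication, G1/S, interferon, TGF-beta and immediate early genes, 0.304 for TNF targets and 0.648 for MHC genes with an estimated correlation. Over each list alone no gene was called. Without PD BMSC replicate 1, the adjusted p of TGF-beta, TNF, immediate early and MHC genes was 0.709, 0.178, 0.352 and 0.442, and without PD HOB replicate 4 it was 0.0783, 0.153, 0.091 and 0.091. TGF-beta was also lost without PD HOB replicate 1 (0.109), and TNF targets without PD HOB replicate 2 (0.0803) or PD BMSC replicate 2 (0.105) or 4 (0.097). Interferon response was lost without PD HOB replicate 2 (0.122) or 4 (0.0783) or PD BMSC replicate 2 (0.128) or 4 (0.164).

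In 10 of 171 groups of 4 libraries tested with Dixon's ratio, 1 library stood apart from the other 3, where chance gives 8.6 (1 in 20). PB HOB replicate 1 had 19.72 Mreads (10.71 to 11.65 in the others), and PB HOB replicate 4 scored -1.48 on the first principal component (5.15 to 6.26). LTMC replicate 2 was low in the mean log2(RPKM + 0.1) of cell cycle exit genes (4.537; 4.808 to 4.851 in the others), TGF-beta genes (3.01; 3.164 to 3.182) and B lineage genes (5.517; 5.818 to 5.866), and LTMC replicate 1 was high in macrophage markers (3.822; 3.413 to 3.46). PB HOB replicate 3 was high in cytokines (3.891; 3.789 to 3.804). PD HOB replicate 4 was low in hypoxia targets (4.698; 4.912 to 4.947) and in BHLHE40 (21.7 RPKM; 32 to 32.71). PD BMSC replicate 1 was low in MHC genes (5.065; 5.515 to 5.544).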

How the results depend on the processing

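Of the settings in this part, voom, the library-number sets with PB cells placed by their HOB number, the narrower match of histone symbols and the combinations of 2 groups with a block or without a filter were chosen after the result was seen; where a value moved, the cause was not tested unless the setting itself shows it.

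Without a limit on the fold change, 3862 genes were called between PD HOB and LTMC, 2972 between PD BMSC and LTMC and 2034 between PB HOB and LTMC, since this limit only removes genes. The other settings, libraries left out included, gave 1010 to 1789 (1251 as reported), 681 to 1212 (883) and, apart from the value below, 316 to 734 genes (479). PD HOB with PD BMSC stayed at 0 in every setting.

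PD HOB with PB HOB (10 as reported) depended most on the setting: 65 genes in a fit of the 2 groups alone, 161 with array weights, 124 with the library-number sets as a block, and 30 with the 2 groups alone and no filter. With the replicate number as a block the fit of all 16 libraries gave 8; the 2 groups alone with this block gave 197, the same with these sets 197, 269 without a filter, and 212 by voom. The 8 genes named were called in that fit of 2 groups with the block. Among others, it also called 14 immediate early, 9 TNF, 6 MHC, 5 TGF-beta, 3 cytokine and 2 mesenchymal genes higher and 1 G1/S gene lower. PB HOB with LTMC, whose numbers do not pair the libraries, gave 101 genes with the 2 groups alone, the block and no filter. Apart from these counts the replicate block of the labels changed no list and 5 calls of named genes.

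Leaving out 1 library gave 3 to 17 genes between PD HOB and PB HOB: 3 without PD HOB replicate 1 or 4, 4 without PD HOB replicate 2 or PB HOB replicate 1 or 3, and 17 without PD HOB replicate 3. It gave 316 (without LTMC replicate 2) to 734 (without LTMC replicate 4) between PB HOB and LTMC. The correlation of the HOB and BMSC changes ran from 0.873 (without PD BMSC replicate 4) to 0.95, that of the PD-PB and PD-LTMC changes from 0.694 to 0.757, the first component from 46.88 to 56.13% and the share of genes with PB between from 91.4 to 94.8%.

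The first correlation was 0.891 without a filter and 0.81 with the LTMC libraries split, and the second 0.701 with 0.0001 added, 0.695 without a filter, 0.674 as rho and 0.587 with the PD libraries split, which ends their use in both changes but not the error that paired libraries share. The first component held 44.83% with 0.0001 added, 37.83% without a filter and 37.91% at unit variance. With 1 added, PB lay between in 94.8%.

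Of the lists called (14 in PD HOB, 14 in PD BMSC and 13 in PB HOB against LTMC, 9 in PD HOB against PB HOB, 7 in PD HOB against PD BMSC), an estimated correlation left 0, 0, 0, 1 and 0, with or without the library-number sets as a block; fry called 18, 18, 15, 3 and 0. Leaving out 1 library gave 3 (without PD BMSC replicate 1) to 11 (without PD BMSC replicate 3) in the last comparison, with 4 without PD HOB replicate 4. For named genes, leaving out 1 library kept the call in 2267 cases, ended it in 237 and made one in 50, and no direction of a call was reversed. Quantile normalization ended 49 calls of named genes and made 1, and a pseudocount of 1 ended 21. DESeq2 and edgeR, planned in case counts were held, were not run, although the paper used EdgeR.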

Differences from the paper's values

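All tests in this part were set earlier except the fits of PD and PB cells alone with a block or without a filter, voom and the library-number sets with PB cells placed by their HOB number, which were chosen only after the result was seen.

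The paper's number of genes up-regulated in PD cells over PB cells is 342; 10 were called here, at the paper's thresholds (fold change above 1.5, adjusted p under 0.05), with limma on RPKM instead of EdgeR on counts. None of the alternatives set before the data were examined came within 1.5 times of the paper's value: array weights gave 126 and the fit of the 2 groups 61, and the others, libraries left out included, gave 3 to 17. Of the settings chosen after seeing the values, the 2 groups with the replicate number as a block and no filter came within 1.5 times of it, with 260 genes, chosen after seeing the values, and called 3 of the paper's 37 genes of Fig. 5c, leaving out 34 (0 called as reported). The others did not: the 2 groups with this block gave 188 and by voom 202, the library-number sets 115 in the fit of all libraries and 188 in that of the 2 groups, and the 2 groups without a filter 26.

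For genes down-regulated in PD cells over PB cells the paper shows about 30 in Fig. 4a, read by eye; 0 were called here by limma (9 at an unadjusted p under 0.05 and 1.5-fold, and 35 without PD HOB replicate 2, 19 without PB HOB replicate 3 and 14 without PB HOB replicate 1 or 2; 0 by voom). Of the alternatives set earlier, array weights (35) came within 1.5 times of the paper's value, and the fit of the 2 groups (4) and the others (0 each) did not. Among the settings chosen after seeing the values, the highest were 10 by voom with the 2 groups and the block and 9 by the other fits with a block.

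The paper describes the genes of Fig. 5c as differentially expressed between PD and PB cells. Here 37 of 37 had the direction shown, and none was called between PD and PB (adjusted p from 0.112 to 0.425); of the alternatives set earlier, the fit of the 2 groups called CEBPB and HCST, and array weights called 4 genes, CEBPB, HCST and PCNA among them. Of the settings chosen after seeing the data, the library-number sets as a block in the fit of all libraries called CEBPB and HCST, and the 2 groups with either block, with the replicate block and no filter, or by voom with that block called CEBPB, HCST and ITGB2. The paper gives ITGB2 a lower expression than the other overlapping genes. Of the 5 genes assayed, it ranked 3 in PD HOB, at 13.7 RPKM, above MVP (6.33) and SGK1 (4.43) and below CEBPB and SIGLEC15.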

Other observations

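The tests in this part were set earlier, except the matching of libraries by library number and the splits compared by it, which were chosen only after the result was seen.

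Hypoxia targets rose in PB cells nearly as much as in PD cells by their median; as a list they were higher in PD than in PB cells without PB HOB replicate 2 (adjusted p = 0.00395, camera) or PD HOB replicate 4 (adjusted p = 0.0255). The co-cultures were kept in 5% O2, PB cells shared that oxygen, and the paper maintains the ALL lines in normoxia. This oxygen is a candidate explanation: it predicts a change in PB cells of at least 0.5 of that in PD cells, and the share was 0.972. A need for contact with the adherent layer predicts a smaller share only if PB cells lack contact, and the paper places them both on top of the layer and in suspension; immediate early genes had a share of 0.198. Other signals that all cells of a co-culture receive were not tested and stay open.

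Other splits of the 8 libraries into 4 and 4 were counted for each comparison, 35 with the real one. Between PB HOB and LTMC, whose libraries did not meet the rule for pairs, the real split called 479 genes and the highest of the others 0. Only 1 split of 35 was as high, the real one. This is the smallest share that the count can give, and it holds only for unpaired libraries. By library number 3 of these 4 pairs exceeded 0.1 (0.042 to 0.339), and should the sets pair them, the 8 splits that part all pairs are too few for a share under 0.05. The libraries of the other comparisons are paired, by replicate number (PD BMSC with LTMC, PD HOB with PB HOB) or by library number (PD HOB with LTMC, PD HOB with PD BMSC), and only 8 splits part all pairs, too few for a share under 0.05. The real split called 1251 genes between PD HOB and LTMC (highest of the other splits 86; of those that part all pairs 0), 883 between PD BMSC and LTMC (246; 1) and 10 between PD HOB and PB HOB (0; 0). Between PD HOB and PD BMSC it called 0 (6; 0), and all 35 of 35 splits called as many. The splits with 86 and 246 genes exchange LTMC replicate 4, the LTMC library nearest to the co-cultures on the first principal component (-10.58).

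Libraries deviated together by their library number: the mean correlation of residuals between libraries of the same set was 0.372, the highest of 13824 ways to match the 4 groups, and 0.343 for the 3 groups that carry such a number, the highest of 576. By replicate number it was 0.02 and 0.01.

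Among lists not given above, oxidative phosphorylation was lower in PD HOB than in LTMC (4 of 51 genes, also over the list alone; median log2 fold change -0.38, camera, adjusted p = 5.45e-09; adjusted p = 0.269 with an estimated correlation), with COX8A, a subunit of complex IV, at 133 ± 12.1 against 221 ± 29.2 RPKM. Not passing were cell cycle exit (median 0.24, adjusted p = 0.287), with 3 genes up, such as BTG2 at a log2 fold change of 1.83, and 3 down, p53 targets (0.14, 0.0666; adjusted p = 0.0444 without LTMC replicate 2 and 0.0317 without PD HOB replicate 1), the BCL2 family (0.23, 0.0856), with BIK, which promotes apoptosis, at 2.66, and MYC targets (-0.14, 0.138; 0.0084 without LTMC replicate 4). Interferon response (0.10, 0.292), the unfolded protein response (0.21, 0.111; 0.0262 without PD HOB replicate 2) and drug efflux (0.06, 0.746), with ABCG1, a sterol exporter, at 1.21, did not pass either. Macrophage markers (3 genes tested; 0.35, 0.205), with CSF1R at 6.61 ± 2.08 against 3.98 ± 0.388 RPKM, osteoblast markers (2 genes; 0.26, 0.574) and the endothelial marker ERG (0.08, 0.731) rest on few genes.

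Between PD BMSC and LTMC 14 lists passed camera, mitosis, DNA replication and adhesion being given above. The higher ones were hypoxia (median 0.91, adjusted p = 7.61e-17; adjusted p = 0.143 with an estimated correlation), glycolysis (0.64, 1.59e-06; 0.215 with an estimated correlation), TGF-beta (0.38, 2.47e-05; 0.162 with an estimated correlation), MHC genes (0.47, 4.29e-05; 0.243 with an estimated correlation), immediate early genes (1.20, 1.59e-06; 0.216 with an estimated correlation), cytokines (0.22, 0.000193; 0.143 with an estimated correlation), TNF targets (0.53, 0.00453; 0.115 with an estimated correlation) and interferon response (0.15, 0.024; 0.283 with an estimated correlation), the last lost without LTMC replicate 2 (0.0505) or PD BMSC replicate 2 (0.0727). The lower ones were G1/S and E2F targets (-0.62, 2.08e-17; 0.162 with an estimated correlation), oxidative phosphorylation (-0.34, 1.8e-08; 0.283 with an estimated correlation) and cholesterol synthesis (-0.32, 0.000819; 0.283 with an estimated correlation). Between PB HOB and LTMC, where 13 lists passed, cholesterol synthesis was lower (-0.42, 5.09e-07; 0.21 with an estimated correlation), at 1.475 times the change in PD cells.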
